# Sensitisation of cancer cells to radiotherapy by serine and glycine starvation

**DOI:** 10.1038/s41416-022-01965-6

**Published:** 2022-09-17

**Authors:** Mattia Falcone, Alejandro Huerta Uribe, Vasileios Papalazarou, Alice C. Newman, Dimitris Athineos, Katrina Stevenson, Charles-Etienne Gabriel Sauvé, Yajing Gao, Jin K. Kim, Michael Del Latto, Maria Kierstead, Chao Wu, J. Joshua Smith, Paul B. Romesser, Anthony J. Chalmers, Karen Blyth, Oliver D. K. Maddocks

**Keywords:** Metabolomics, Cancer metabolism

## Abstract

**Background:**

Cellular metabolism is an integral component of cellular adaptation to stress, playing a pivotal role in the resistance of cancer cells to various treatment modalities, including radiotherapy. In response to radiotherapy, cancer cells engage antioxidant and DNA repair mechanisms which mitigate and remove DNA damage, facilitating cancer cell survival. Given the reliance of these resistance mechanisms on amino acid metabolism, we hypothesised that controlling the exogenous availability of the non-essential amino acids serine and glycine would radiosensitise cancer cells.

**Methods:**

We exposed colorectal, breast and pancreatic cancer cell lines/organoids to radiation in vitro and in vivo in the presence and absence of exogenous serine and glycine. We performed phenotypic assays for DNA damage, cell cycle, ROS levels and cell death, combined with a high-resolution untargeted LCMS metabolomics and RNA-Seq.

**Results:**

Serine and glycine restriction sensitised a range of cancer cell lines, patient-derived organoids and syngeneic mouse tumour models to radiotherapy. Comprehensive metabolomic and transcriptomic analysis of central carbon metabolism revealed that amino acid restriction impacted not only antioxidant response and nucleotide synthesis but had a marked inhibitory effect on the TCA cycle.

**Conclusion:**

Dietary restriction of serine and glycine is a viable radio-sensitisation strategy in cancer.

## Introduction

Radiotherapy is a common treatment modality used across many types of cancer and is used in ~50% of all cancer patients [1] as part of disease treatment/management. While radiotherapy provides important clinical benefits, for large numbers of patients, many tumours recur after treatment because of innate or acquired radioresistance. The ability of radiotherapy to eliminate tumours or impede their growth is achieved primarily through the induction of DNA damage [2]. While this damage can occur through direct action on DNA, the majority (~70%) occurs indirectly and is mediated by radiation-induced reactive oxygen species (ROS) [3]. Cancer cells mitigate the effects of radiotherapy by engaging antioxidant responses to neutralise ROS, and by repairing damaged DNA. These defence mechanisms, which prevent cancer cell death and directly promote radioresistance, are entirely dependent on metabolic processes: the synthesis of nucleotides to repair DNA and the synthesis/turnover of the antioxidant glutathione (GSH) require glucose and amino acid metabolism.

Research groups are increasingly using ‘multi-omics’ systems biology approaches, including metabolomics, to understand how cancer cells respond to radiation [4]. While DNA repair and redox-related pathways are consistently identified as major response pathways when cells are irradiated in culture, it is clear that the metabolic response to radiation is wide-ranging and complex, influencing central carbon and lipid metabolism in numerous ways [5, 6]. In contrast to these broad multi-omics studies have been more targeted, clinically inspired studies using small molecules with metabolic activity to improve the efficacy of radiotherapy [7–13]. The most common approach has been to target mitochondrial respiration using molecules such as biguanides (complex I inhibition) and atovaquone (complex III inhibition), prompting multiple clinical trials. The radio-sensitising effect of mitochondrial inhibitors is largely attributed to diminishing oxygen consumption which in turn decreases hypoxia, leaving more abundant oxygen for radiation-induced free radical generation and DNA damage [14]. Beyond these effects on oxygen levels, TCA cycle inhibition is predicted to cause radio-sensitisation by additional mechanisms, for example inhibiting the mitochondrial enzyme dihydroorotate dehydrogenase (DHODH) which is required for pyrimidine synthesis [14]. Furthermore, it has been revealed that inhibiting mitochondrial nutrient transport via mitochondrial citrate (SLC25A1) and dicarboxylate (SLC25A10) transporters can also promote radiation sensitivity [15, 16]. While this work points to a role for mitochondrial-cytoplasmic nutrient exchange to control radiation-induced redox response, detailed metabolic analysis is lacking.

While targeted small-molecule approaches show promise as metabolic radio-sensitisation strategies, a potential limitation is the issue of adaptation by metabolic rewiring [17]. Given the great complexity of the metabolic network it is inevitable that precise targeting of metabolism can be undone by changes in reaction direction and flux. An alternative (and complementary) approach to controlling cancer cell metabolism is to modulate nutrient availability. One advantage of this approach is the potential to simultaneously disrupt multiple metabolic pathways involved in treatment resistance. Both methionine and arginine restriction have long histories of exploration as anticancer strategies, either by dietary control or enzymatic mediated depletion, (reviewed in refs. [18, 19]), and both have been found to cause radio-sensitisation [20–23].

Dietary restriction of the non-essential amino acids serine and glycine has been shown to slow tumour growth and improve survival in several preclinical models of cancer, including genetically engineered mouse models (GEMMs), allografts and xenografts [24, 25]. Rational combination of serine and glycine restriction with small-molecule metabolic inhibitors and chemotherapies has shown additive effects [24–29]. As serine and glycine are essential precursors for the synthesis of nucleotides and GSH, there is a compelling case for combining serine and glycine restriction with radiotherapy, but to date this combination has not been investigated. Here we show that serine and glycine restriction can radiosensitise a range of cancer cells in vitro and in vivo, by simultaneously impacting multiple radiation-responsive metabolic pathways.

## Results

### Serine and glycine restriction sensitises cancer cells to radiation in vitro

To test the impact of serine and glycine (SG) restriction on the response of cancer cells to radiotherapy, we irradiated a range of cancer cell lines – including murine breast cancer lines (4T1 and EO771), human breast cancer lines (MDA-MB-231, MDA-MB-468), human colorectal cancer lines (HCT116, DLD1, SW480) and a murine pancreatic cancer line (KPC) in the presence or absence of SG. In vitro clonogenicity, the gold standard measure of radiosensitivity, was used to evaluate response. In the majority of cell lines, SG restriction augmented radiation-associated reductions in surviving fraction, indicating radio-sensitisation (Fig. 1a, b and Supplementary Fig. S1a). MDA-MB-468 and SW480 cells, which are known to be highly resistant to the impact of serine and glycine restriction [30], were not sensitised to radiotherapy. To evaluate the degree of synergy between SG starvation and radiation, we calculated the excess over Bliss score [31, 32] using doses of 2/4/6 Gy radiation. Several lines, including 4T1, showed positive scores, indicating a synergistic effect, whereas the SG starvation-resistant cell lines SW480 and MDA-MB-468 were negative (Fig. 1c and Supplementary Fig.  S1b). As MDA-MB-231 were so highly sensitive to SG starvation (causing a complete absence of colonies), there was no possibility that the addition of radiation could further damage the cells, meaning a synergy score could not be calculated. We also noted that as radiation dose increased, synergy generally decreased, an expected trend as when the radiation dose is more lethal there is less scope for the added benefit of starvation (Supplementary Fig. S1b).

**Fig. 1:**
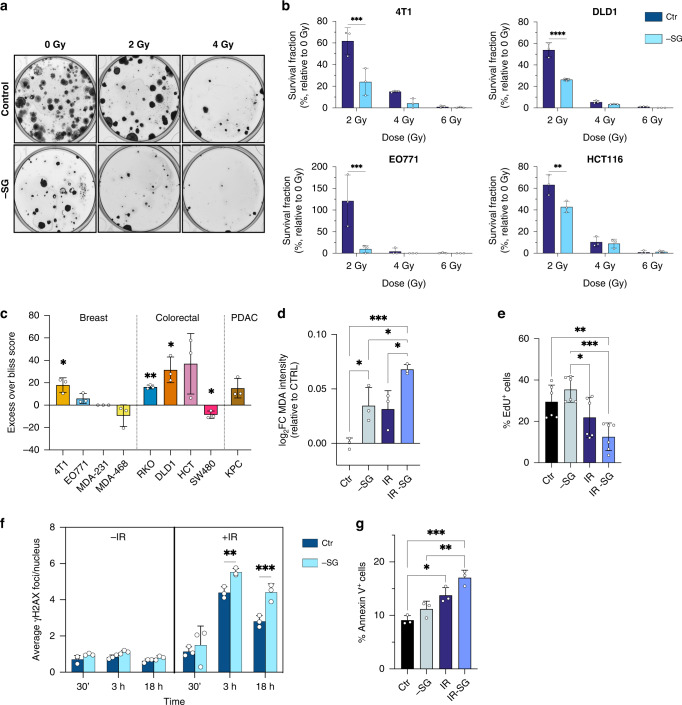
Serine and glycine starvation sensitises cancer cells to radiation in vitro. **a** Representative image of a clonogenic assay of 4T1 cells (as quantified in **b**) cultured with medium containing serine and glycine (Control) or not (-SG) and irradiated with increasing doses of X-ray radiation. **b** Quantification of clonogenic assays as surviving fraction relative to non-irradiated controls (mean +/− SD, *n* = 3 experiments in biological triplicate for each cell line, Two-way ANOVA with Šídák’s multiple-comparisons test, *P < 0.05, **P < 0.005, ***P < 0.0005, ****P < 0.00005). **c** Excess over Bliss score based on clonogenic assays of displayed lines cultured with media containing serine and glycine or not and irradiated with a final dose of 2 Gy X-ray radiation (mean +/−SD, *n* = 3 experiments in biological triplicate for 4T1 and one experiment in biological triplicate for other cell lines, One-sample *t* test, *P < 0.05, **P < 0.005, ***P < 0.0005, ****P < 0.00005). **d** Quantification of malondialdehyde (MDA) adduct intensity relative to Ctr measured using immunofluorescence staining 72 h after treatment. 4T1 cells were cultured with media containing serine and glycine (Ctr) or not (-SG) and irradiated with a final dose of 4 Gy X-ray radiation (IR) (mean +/−SD, one experiment in biological triplicate, One-way ANOVA with Tukey’s multiple-comparisons test, *P < 0.05, **P < 0.005, ***P < 0.0005, ****P < 0.00005). **e** Quantification of EdU incorporation measured using flow cytometry 48 h after treatment. 4T1 cells were cultured with media containing serine and glycine (Ctr) or not (-SG) and irradiated with a final dose of 4 Gy X-ray radiation (IR). Numbers indicate percentage of EdU positive cells (mean +/−SD, *n* = 2 experiments in biological triplicate, One-way ANOVA with Tukey’s multiple-comparisons test, *P < 0.05, **P < 0.005, ***P < 0.0005, ****P < 0.00005). **f** Quantification of γ-H2AX foci at different time points using immunofluorescence staining in 4T1 cells cultured with media containing serine and glycine (Ctr) or not (-SG) and irradiated or not with a final dose of 4 Gy X-ray radiation (+/−IR) (mean +/−SD, one experiment in biological triplicate, Two-way ANOVA with Tukey’s multiple-comparisons test, *P < 0.05, **P < 0.005, ***P < 0.0005, ****P < 0.00005). **g** Quantification of Annexin-V-positive cells using flow cytometry 24 h after treatment. 4T1 cells cultured with media containing serine and glycine (Ctr) or not (-SG) and irradiated with a final dose of radiations of 4 Gy (IR). Numbers indicate percentage of positive cells (mean +/−SD, one experiment in biological triplicate, One-way ANOVA with Tukey’s multiple-comparisons test, *P < 0.05, **P < 0.005, ***P < 0.0005, ****P < 0.00005).

### Serine and glycine starvation increase radiation-induced damage in vitro

To further assess the impact of SG starvation on cellular response to radiation we analysed markers of proliferation (EdU incorporation) cell death (Annexin V) both by FACS, and ROS (malondialdehyde/MDA) and DNA damage (gamma-H2AX foci), both by quantitative immunocytochemistry using an automated high content confocal image analysis platform (Perkin Elmer Opera). Whereas colony formation assays used above to assess radio-sensitisation require very low cell numbers (e.g., 200–500 cells seeded per well allowed to grow for weeks) for subsequent assays, we used higher seeding densities (to provide enough material for analysis) and shorter time courses to assess responses. As cells are more resistant to stress when grown at high versus low density [33, 34], cells tolerated doses of 4–10 Gy more readily than in colony formation assays, providing ample adherent cells for analysis. In the majority of cell lines, we observed an expected increase in ROS exposure in response to radiation, which showed a trend to be further increased by SG starvation (Fig. 1d and Supplementary Fig. S1c, d). The percentage of cells in the S-phase, indicated by EdU incorporation, tended to be approximately 50% lower in irradiated-SG starved cells versus irradiated only (Fig. 1e and Supplementary Fig. S2a). We noted that whereas HCT116 cells (p53 wild-type) showed decreased S-phase and evidence of G_1_ cell cycle arrest in response to SG starvation only (Supplementary Fig. S2a), 4T1 cells (p53 null [35]) did not show diminished S-phase. These observations correlate with previous work on the role of p53 in the response to SG starvation, in which p53 wild-type cells undergo G_1_ arrest whereases p53 null cells accumulate in G_2_ [24].

Nuclear DNA-damage foci, identified by γH2AX staining, a dynamic marker of radiotherapy-induced DNA damage [36], were rapidly induced by radiation, as expected, and in four out of six cell lines the number of foci were further increased by combination with SG starvation (Fig. 1f and Supplementary Fig. S2b, c). Interestingly, in the case of MDA-MB-231 cells, SG starvation alone increased the number of DNA-damage foci but did not further increase foci when combined with radiation beyond 3 h. In all four cell lines tested, radiation alone showed a consistent ability to increase apoptosis, as indicated by cell surface phosphatidylserine expression detected by annexin-V binding (Fig. 1g and Supplementary Fig. S2d). SG starvation alone had a smaller impact on apoptosis but showed a trend to further increase apoptosis in combination with radiation in three of four cell lines tested. Taken together, these results indicate that SG starvation can increase radiation-induced damage and sensitise a range of different cancer cell lines to radiation in vitro.

### Radiation has wide-ranging effects on the cellular metabolome

To assess the general metabolic impact of radiotherapy on cancer cells, we exposed 4T1 cells to single doses of 5 Gy and 10 Gy X-ray radiation in vitro and analysed samples by liquid chromatography-mass spectrometry (LCMS) using a pHILIC column to yield a broad analysis of metabolites in central carbon metabolism. In similarity to the ROS/DNA-damage/apoptosis assays described above, LCMS experiments were seeded at a higher density than colony formation experiments to provide enough material for analysis. Cell counts illustrate that under these conditions, 5–10 Gy radiation impeded cell growth but provided ample adherent cells for LCMS analysis (Supplementary Fig. S3a). Just 6 h after treatment, changes in the metabolome of the irradiated cells could be detected using supervised analysis (partial least squares discriminate analysis, PLS-DA volcano plot) (Fig. 2a) and by principal component analysis (PCA) (Supplementary Fig. S3b). After 24 h the metabolomic differences became even more marked and were seen to be dose-dependent (Fig. 2a, b). Volcano plots of non-irradiated control versus 10 Gy irradiated cells show 89 metabolites increased and 169 decreased after 6 h, however, by 24 h over 1300 metabolites are increased compared to only 77 decreased (Fig. 2a). We speculate that the large number of increased metabolites is likely to be a feature of both specific, adaptive changes and more passive metabolite accumulation resulting from slowed cell growth.

**Fig. 2:**
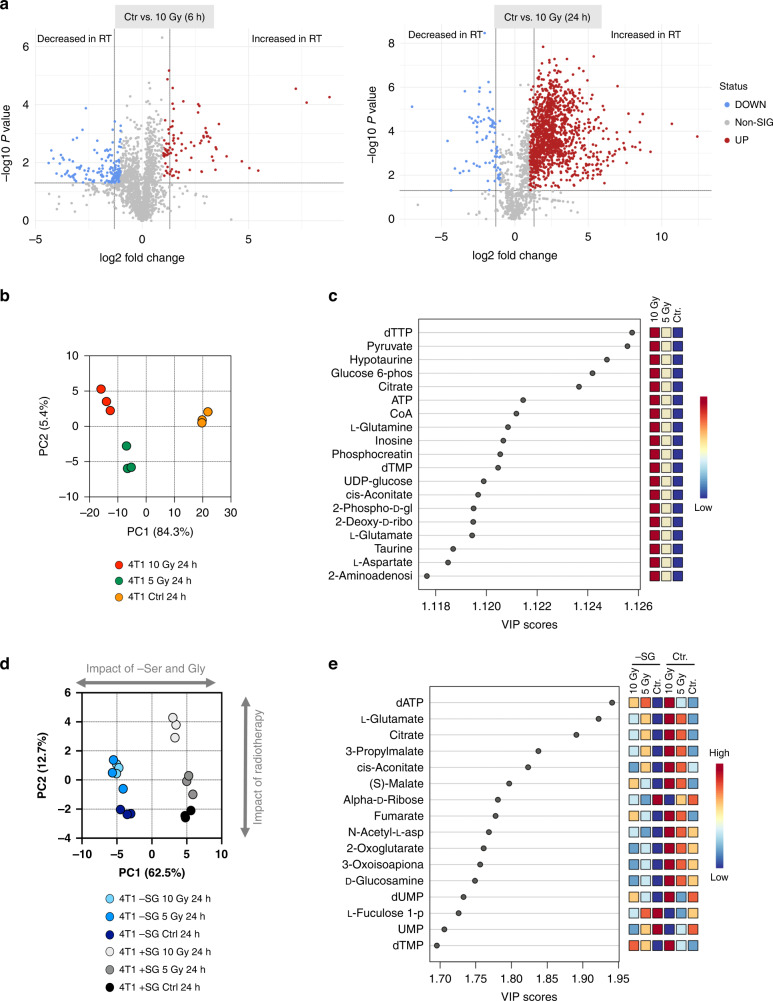
Radiotherapy has a profound impact on the cellular metabolome, which is shifted by serine and glycine starvation. **a** Volcano plots showing differential metabolite abundance for the experiment described in **a**. Control and 10 Gy conditions were compared, and differentially significant metabolites are highlighted. The fold-change threshold was set to 2.0 and the *P* value to 0.05 (raw) with an equal group variance. **b** Spatial division displayed as PCA plot based on the metabolomic profile of 4T1 cells cultured in complete medium irradiated with increasing dose of X-ray radiation (0/Ctr, 5 and 10 Gy) and harvested at 24 h post radiation (one experiment in biological triplicate). **c** Key metabolites separating the culture conditions based on variable importance in projection (VIP) in PLS-DA analysis of the metabolomic profile from the experiment described in Fig. 2a. **d** Spatial division displayed as PCA plot based on the metabolomic profile of 4T1 cells cultured with media containing serine and glycine (Ctr) or not (-SG) and irradiated with increasing doses of X-ray radiation (0, 5 and 10 Gy) for 24 h (mean +/− SD, one experiment in biological triplicate). **e** Key metabolites separating the culture conditions based on variable importance in projection (VIP) in PLS-DA analysis of the metabolomic profile from the experiment described in 2d.

Analysis of specific metabolites changed in response to radiation alone revealed hits from key energetic and anabolic pathways: nucleotides and related metabolites (dTTP, dTMP, ATP, inosine, 2-deoxyribose) were very strongly represented, reflecting radiation-induced DNA damage and repair. Glycolysis (glucose 6-phosphate, pyruvate), and the TCA cycle (citrate, CoA, cis-aconitate) were also highlighted, including TCA cycle-related amino acids (aspartate, glutamate, glutamine) (Fig. 2c). In all cases, the pathways identified as ‘most changed’ showed increased metabolite levels versus controls.

### Serine and glycine starvation shifts the metabolic response to radiotherapy in multiple pathways

Next, we analysed the metabolomic response to SG starvation and radiation combined, performing a large set of experiments exposing nine cancer cell lines to 5 Gy and 10 Gy radiation in the presence or absence of exogenous serine and glycine. Starting with 4T1 cells, PCA revealed that SG starvation had a dramatic impact on the metabolome, with starved cells very clearly separated from control cells by this unsupervised analysis (Fig. 2d). While the impact of radiation was clear and substantial (as already seen in Fig. 2a, b), SG starvation was the dominant driver of metabolic change when combined with radiation, i.e., PC1 (62.5% variance), driven by SG starvation response, was greater than PC2 (12.7% variance) driven by radiation response (Fig. 2d).

PLS-DA analysis of irradiated control and SG starved cells revealed a shift towards greater representation of TCA cycle metabolites (citrate, cis-aconitate, malate, fumarate, 2-oxoglutarate), with the continued representation of nucleotides (dATP, dUMP, dTMP), but lack of glycolytic intermediates (Fig. 2e). Intriguingly we observed that for all of the most altered TCA cycle metabolites, SG starvation strongly diminished the radiation-induced metabolite increases seen under fed conditions (Fig. 2e). This unexpected observation was replicated across the most SG starvation-sensitive cell lines (e.g., MDA-MB-231 and RKO cells), but was not seen in SG starvation-resistant cell lines, such as SW480 and MDA-MB-468 cells) (Supplementary Fig. S3c). As well as influencing the TCA cycle, the switch to SG-free medium also caused suppression of GSH levels. Whereas cells responded to radiation with increased GSH levels under control conditions, under SG starvation (with or without radiation) GSH levels were lower than in the non-starved equivalents (Supplementary Fig. S3c). This is a logical observation given GSH requires glycine (and glutamate and cysteine) for de novo synthesis, and we have previously shown that SG starvation lowers GSH and increases ROS levels in cancer cells [24]. This observation also correlates with the trend for increased ROS damage seen during combined SG starvation and radiation (Fig. 1d and Supplementary Fig. S1c, d).

Analysis of individual metabolites in these altered pathways emphasises the diminution by SG starvation of radiation-induced increases in TCA cycle metabolites, dATP, GSH and NADPH. (Fig. 3 and Supplementary Fig. S4). The impact of radiation and SG starvation on redox/ROS-related metabolites was dramatic. Interestingly, radiation alone caused a dose-dependent increase in GSH levels by 24 h, but only a comparatively modest increase in GSSG (oxidised glutathione) (Supplementary Fig. S4). This suggests that de novo GSH synthesis is activated by radiation and outpaces the demand for oxidation of GSH to GSSG by radiation-induced ROS. I.e. by increasing the total GSH pool, cells prevent the GSSG/GSH ratio increasing, despite the inevitable increase in GSSG caused by radiation-induced ROS (Supplementary Fig. S4). Paralleling the increase in GSH levels caused by radiation in fed conditions was a large elevation in NADPH and decrease in the NADP+/NADPH ratio (Supplementary Fig. S4). This change also reflects the increased antioxidant capacity (GSH) stimulated by radiation, as NADPH is the redox co-factor used to reduce GSSG to the antioxidant GSH. It was notable that while radiation increased both NAD+ and NADH levels, unlike the other redox-related metabolites, their ratio was much less altered, and they were relatively unaffected by SG starvation. This observation is likely to reflect the role of GSH and NADPH in the antioxidant response, a role not generally shared by NADH.

**Fig. 3:**
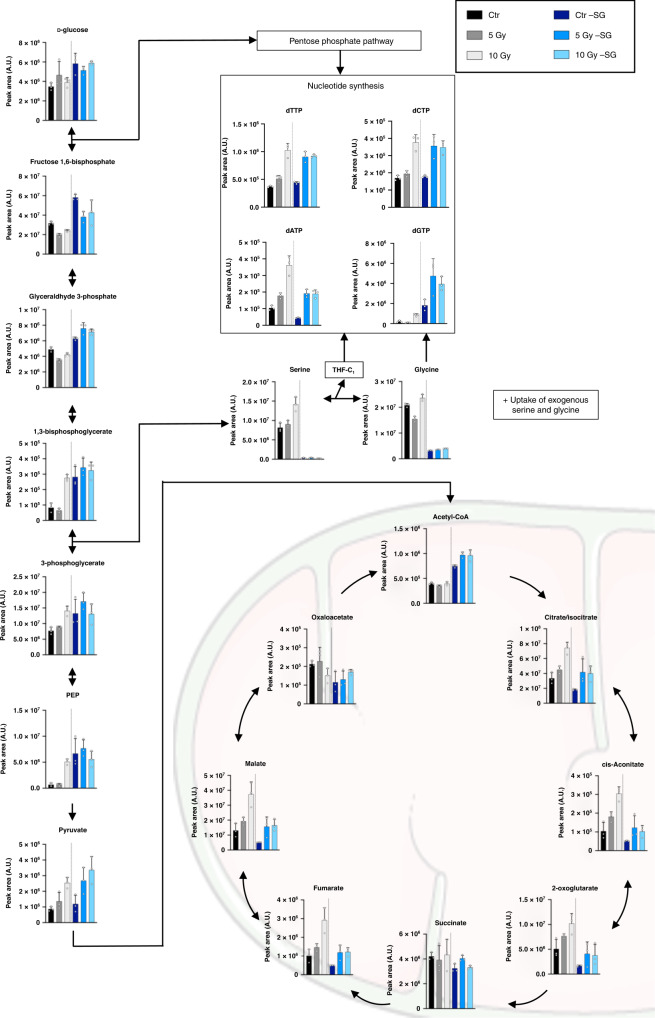
Impact of radiotherapy on glycolysis, TCA cycle and nucleotides. Metabolite levels analysed by LCMS in 4T1 cells cultured with media containing serine and glycine (Ctr) or not (-SG) and irradiated with increasing doses of X-ray radiation (0, 5 and 10 Gy) for 24 h (mean +/−SD, one experiment in biological triplicate). See Table S1 for statistical comparisons.

### RNA sequencing and pathway impact analysis show the dominant metabolic impact of serine and glycine starvation on radiation response

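RNA was sequenced from 4T1 cells, a mouse mammary carcinoma line, in 4 groups of 3 libraries, from one experiment in biological triplicate. Control cells (Ctr) were cultured with serine and glycine at 0.4 mM each and not irradiated, and -SG cells were cultured without both amino acids. IR cells received 5 Gy of X-ray radiation in complete medium, and IR -SG cells received both treatments. RNA was taken at 24 h. After removal of ribosomal RNA, stranded libraries were made from total RNA and sequenced from 2 ends with 36 cycles each. The authors aligned the reads to the mouse genome (GRCm38) with HISAT2 and TopHat, counted reads per gene with featureCounts, and divided the counts by 1 size factor per library with DESeq2. The strand setting and the versions of aligner and counter are not given in the sources used here. The deposited values are these normalized counts, and dividing out their smallest steps gave whole reads for 100% of values at a tolerance of 0.001. Reads in genes ranged from 16138712 to 19507587 (median 19233831) in the 3 Ctr libraries and from 12540160 to 20066659 (median 15699639) in -SG. They ranged from 15553887 to 17906947 (median 15947296) in IR and from 16693453 to 18528060 (median 16742559) in IR -SG. Of the 20587 genes in the table, 13671 are protein-coding in GENCODE M21, and the 11663 of these with at least 10 normalized counts in at least 3 libraries were tested. All 4 groups were fitted together by limma on log2(normalized count + 1). This scale understates the change of genes with few counts. A gene was said to have risen or fallen at an adjusted p under 0.05 (Benjamini-Hochberg). Gene lists, written from general knowledge, were tested by camera with a preset correlation of 0.01 between genes, and again with the correlation estimated for each list. Camera compares the genes of a list with all other tested genes, and a median printed beside its p-value was not itself tested. All libraries come from one experiment, so p-values measure the spread between its 3 cultures per group. Replicate 6 of the -SG group stood apart. The chi-square per gene between its reads and those of the other -SG libraries was 7.76 and 12.2, against 1.51 to 3.29 for the other pairs of replicates. Its difference from -SG replicates 4 and 5 went with GC content (rho 0.43 and 0.57 across genes, which are not independent) and against gene length (rho -0.45 for both). Between replicates 4 and 5 rho for GC content was -0.31, and between IR replicates 1 and 2 it was 0.37.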

To further characterise the impact of SG starvation on the cellular response to radiotherapy, we performed RNA sequencing (RNA-Seq) on SG starved/irradiated 4T1 cells. The rationale for including transcriptomic in addition to metabolomic analysis was to provide a more complete biological picture of the response to radiotherapy/starvation. Metabolite fluxes can be highly dynamic (metabolites are interconverted in seconds) and changes in metabolite levels can be the result of multiple possible pathway changes. For example, observing a decrease in the level of a metabolite can be the result of increased degradation, increased utilisation (e.g., in an anabolic reaction), reduced production, or a combination of these, making interpretation of changed metabolite levels potentially ambiguous. Adding data on gene expression, in which directional changes of increased or decreased expression can generally be more directly interpreted in terms of pathway activity changes, makes an integrated analysis more powerful/reliable than metabolomics alone.

Unsupervised principal component analysis of RNA-Seq data demonstrated very clear segregation of the experimental groups based on the transcriptional response to radiation/starvation (Fig. 4a). 

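The rankings that follow cover genes past the threshold with a mean of at least 100 normalized counts in the higher group. Predicted genes, and genes whose libraries overlapped between the groups, were left out. In -SG cells the 10 largest rises were in Cox6a2, a muscle-type subunit of cytochrome c oxidase, Dsg3 and Cdsn, which hold keratinocytes together, Krt16, a stress keratin, Gsta2, a glutathione S-transferase, Scara5, a ferritin receptor, Angptl6, Niban1, Aldh1l2 and Mab21l4. Cdsn went from 33.4 ± 1.15 normalized counts (SD, n = 3) to 528 ± 30.7, Krt16 from 92 ± 8.83 to 1366 ± 149 and Niban1 from 216 ± 26.1 to 2943 ± 185. Their log2 fold changes were 3.94, 3.88 and 3.77. Cox6a2 (0.35 to 149), Dsg3 (2.78 to 153) and Gsta2 (2.53 to 102), whose reads may be shared with Gsta1, started from few counts. The 10 largest falls were in Rgs16, a regulator of G-protein signalling (-2.57), S100a7a (-2.40), Dll4, a Notch ligand (-2.14), Mmp3, F2rl1, Irf8, Scd1, which desaturates fatty acids (-1.76), Acap1, Has2 and Upp1. Radiation alone raised most Plekhs1 (3.09), Il1rl1, the receptor of interleukin-33 (3.00), Bst1, Plat, C3, a complement component (2.71), Siglecg, Scara5, Zbp1, a sensor of nucleic acids (2.59), Icam1, an adhesion molecule (2.58), and Slc15a3. Its largest falls were smaller, in Kyat3 (-1.02), Apoe (-0.97), Fzd9, Mrpl23, the nuclease Dna2, Syt7, Mogs, Smim26, Eef2kmt and Rbl1 (-0.82). After combined treatment, Cox6a2, Dsg3, Scara5, Angptl6, Cdsn, Aldh1l2, Niban1 and Mab21l4 were again among the 10 largest rises, with Serpinb9b and Nos2, the inducible nitric oxide synthase (3.70). Rgs16 (-2.94), S100a7a, Fzd9, the uracil glycosylase Ung (-2.11), Mfsd2a, F2rl1, Nrarp, Kyat3, Hmga1 (-1.93) and Dna2 fell most. By limma, 3499 genes rose and 3330 fell in -SG cells, 3369 rose and 2899 fell in IR cells and 4333 rose and 3793 fell in IR -SG cells, each against Ctr. At a change of at least 2-fold these were 524 and 196, 728 and 6, and 939 and 225. The root mean square log2 difference per gene was 0.207 to 0.303 between 2 libraries of a group, so that every pair from different groups lay further apart than any pair of replicates. It was 0.384 to 0.415 between -SG and IR -SG libraries, 0.504 to 0.52 between IR and IR -SG, 0.537 to 0.566 between Ctr and IR, 0.568 to 0.597 between Ctr and -SG, and 0.699 to 0.722 between Ctr and IR -SG.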

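Among the 500 protein-coding genes of highest variance, the first principal component held 51.4% of the variance, the second 34.8% and the third 2.49%. All 6 libraries without serine and glycine lay on the positive side of PC1 and all 6 with them on the negative side, and all 6 irradiated libraries lay below the 6 others on PC2. The PC1 scores were -25.97 ± 0.34 (SD, n = 3) in Ctr, -6.11 ± 0.28 in IR, 12.53 ± 0.49 in -SG and 19.55 ± 0.03 in IR -SG cells, and the PC2 scores were 10.3 ± 0.78, -22.39 ± 0.52, 15.12 ± 0.81 and -3.02 ± 0.46 in the same order. An exact permutation test over all 924 splits of the 12 libraries (two-sided, n = 6 against 6) gave p = 0.00216, the smallest it can give, for PC1 by medium and for PC2 by radiation. For PC1 by radiation and for PC2 by medium the exact test gave p = 0.18 in both cases. Its splits do not hold the other treatment fixed, so it cannot decide on these 2 effects. The group means of PC1 were higher after radiation in both media. Those of PC2 were higher without serine and glycine, with and without radiation. Over all 11663 tested genes, the medium took 46.4% of the sum of squares, radiation 32.5%, their interaction 5.77% and the spread within groups 15.4%.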

Interestingly, and in similarity to metabolomic data (Fig. 2d), the dominant driver of group separation was SG starvation (PC1, 76% variance) rather than radiation (PC2, 20% variance) (Fig. 4a). 

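Atf4, which encodes the transcription factor of the amino acid response (ENSMUSG00000042406, chromosome 15 of GRCm38, 80255184 to 80257541), rose from 6117 ± 159 normalized counts (SD, n = 3) in Ctr to 8037 ± 498 in -SG cells. This is a log2 fold change of 0.39 (SE 0.04, adjusted p = 4.05e-07 by limma). Of 42 ATF4 targets, 38 rose and 2 fell in -SG cells, and the same numbers when adjusted over the list alone. Under each of the 3 other scalings of the libraries, and without any single library other than -SG replicate 6 or IR -SG replicate 5 or 6, 1 fell. The median log2 fold change of the targets was 1.07 (camera adjusted p = 1.68e-19, and adjusted p = 0.0228 with an estimated correlation). The mitochondrial folate enzyme Aldh1l2 went from 31.7 ± 3.84 to 367 ± 13.8 normalized counts (log2 fold change 3.50) and the transcription factor Atf5 from 584 ± 15.3 to 4993 ± 356 (3.09). The sterol acyltransferase Soat2 (1.18 to 28.3) and the stress hormone Fgf21 (2.59 to 37.5) rose from few counts. Of the 5 enzymes of serine synthesis and of the exchange of serine and glycine, Phgdh (0.25, SE 0.04), Psat1 (0.71, SE 0.03), Psph (1.32, SE 0.04) and the mitochondrial Shmt2 (0.30, SE 0.04) rose. The cytosolic Shmt1 fell (-0.93, SE 0.05), and all 5 calls were the same when adjusted over the list alone. The list of these 5, with a median of 0.30, did not pass the test (camera adjusted p = 0.0586), but did without -SG replicate 4, 5 or 6 (adjusted p = 0.0453, 0.0487 and 0.0483). In IR cells Atf4 fell (-0.45), as did 21 of its targets, among them Pycr1 (-0.70) and Asns (-0.69), which make proline and asparagine. A further 11 targets rose, 5 after quantile normalization, and the counts were the same when adjusted over the list alone (median -0.22, camera adjusted p = 0.00548, but adjusted p = 0.314 with an estimated correlation). Psat1, Psph, Shmt1 and Shmt2 fell too (-0.40, -0.35, -0.43 and -0.49), with none of the 5 higher by limma, at an unadjusted p under 0.05, by edgeR or by DESeq2. After combined treatment 34 ATF4 targets were higher and 6 lower than in Ctr, also when adjusted over the list alone. Their median was 0.77 (camera adjusted p = 1.23e-08, but adjusted p = 0.0911 with an estimated correlation). Of the 18 enzymes of the TCA cycle, 13 fell and 2 rose in -SG cells, the same when adjusted over the list alone, and between 11 and 12 fell and 2 or 3 rose under the 3 other scalings. Without -SG replicate 5 the number that rose was 3, and without any other single library it was 1. Their median log2 fold change was -0.17 (camera adjusted p = 0.00657, but adjusted p = 0.415 with an estimated correlation).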

More detailed pathway-based analysis of RNA-Seq data (Supplementary Fig. S5a, b) emphasises the suppression of the TCA cycle by starvation, along with activation of ATF4 and serine synthesis pathways, as noted previously [37–39]. In addition, there was an expected impact of SG starvation on NRF2 and oxidative stress gene expression [26, 40] interestingly, we saw that SG starvation alone had a more profound impact on these pathways than radiation alone, and that combined treatment tended to reflect starvation-induced rather than radiation-induced changes (Supplementary Fig. S5a, b).

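In -SG cells Nfe2l2, which encodes NRF2 (ENSMUSG00000015839, chromosome 2 of GRCm38, 75675513 to 75704641), went from 1333 ± 54.4 to 1719 ± 39.6 normalized counts (SD, n = 3), a log2 fold change of 0.37 (SE 0.04). Its repressors Keap1 (0.41) and Bach1 (0.35), its small Maf partner Mafg (0.29) and the related factor Nfe2l1 (0.80) also rose, whereas Maff (-0.90) fell. Mafk (-0.11) did not pass the test except without -SG replicate 6 (-0.14) and after quantile normalization (-0.13). Of 38 NRF2 targets, 27 rose and 5 fell (28 and 5 when adjusted over the list alone). Their median was 0.29 (camera adjusted p = 1.76e-05, but adjusted p = 0.103 with an estimated correlation). Gsta4, a glutathione S-transferase, went from 94.9 ± 0.82 to 967 ± 109.6 (3.33) and the autophagy receptor Sqstm1 rose by 1.88. The related Gsta1, whose reads may be shared with Gsta2, was at 0 in every Ctr library and at 57.4 ± 19.5 in -SG cells. In IR cells 20 targets rose and 7 fell (21 and 7 when adjusted over the list alone), with a median of 0.27 (camera adjusted p = 0.0118, but adjusted p = 0.273 with an estimated correlation). This median was 0.15 after quantile normalization and among genes with a mean of at least 100 normalized counts. The epoxide hydrolase Ephx1 (1.86) and the carbonyl reductase Cbr3 (1.84, but 0.89 with a pseudocount of 8, and 0.76 and not past the test after quantile normalization) were among them, Gsta1 was at 3.03 ± 0.84, and Nfe2l2 did not pass the test (0.07, SE 0.04). Combined treatment gave 24 higher and 7 lower, also when adjusted over the list alone (median 0.46, camera adjusted p = 0.00169, but adjusted p = 0.19 with an estimated correlation), with a median of 0.24 among genes with a mean of at least 100 normalized counts. Of 42 oxidative stress genes, 10 rose and 14 fell in -SG cells, 16 and 8 in IR cells, and 17 and 18 in IR -SG cells. When adjusted over the list alone these were 10 and 14, 16 and 9, and 18 and 18, and none of the 3 comparisons passed the list test (camera adjusted p = 0.933, 0.354 and 0.701). The medians were -0.03, 0.07 and -0.04 and the means 0.12, 0.15 and 0.12. The list test pointed down in -SG and IR -SG cells, and both of their medians turned positive with each library scaled to the same total. Txnip, an inhibitor of thioredoxin, rose in each group (2.25, 1.49 and 2.04). Sesn2 (1.95) and Nqo1 (1.50) rose most with it in -SG cells, and Sesn3 (0.88), the metallothionein Mt2 (0.86) and Glrx (0.84) in IR cells. The mean absolute log2 fold change of the NRF2 targets was 0.842 in -SG, 0.517 in IR and 0.893 in IR -SG cells (0.708, 0.477 and 0.776 without Gsta1), and that of the oxidative stress genes 0.432, 0.295 and 0.524. The change was larger in -SG than in IR cells for 21 of 38 targets and 23 of 42 oxidative stress genes, a share much like that of all tested genes (6452 of 11663). This difference did not pass a two-sided permutation test by sign flips across genes, which are not independent (adjusted p = 0.15 and 0.084 over the 44 lists). The combined profile lay closer to -SG than to IR for 26 targets and 27 oxidative stress genes, and for 7079 of all 11663 tested genes. Between comparisons that share no library, IR -SG against IR with -SG against Ctr correlated across genes at r = 0.951 and 0.862, and IR -SG against -SG with IR against Ctr at r = 0.578 and 0.562. Without Gsta1 these 2 correlations of the NRF2 targets were 0.949 and 0.781.

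**Figure D1:**
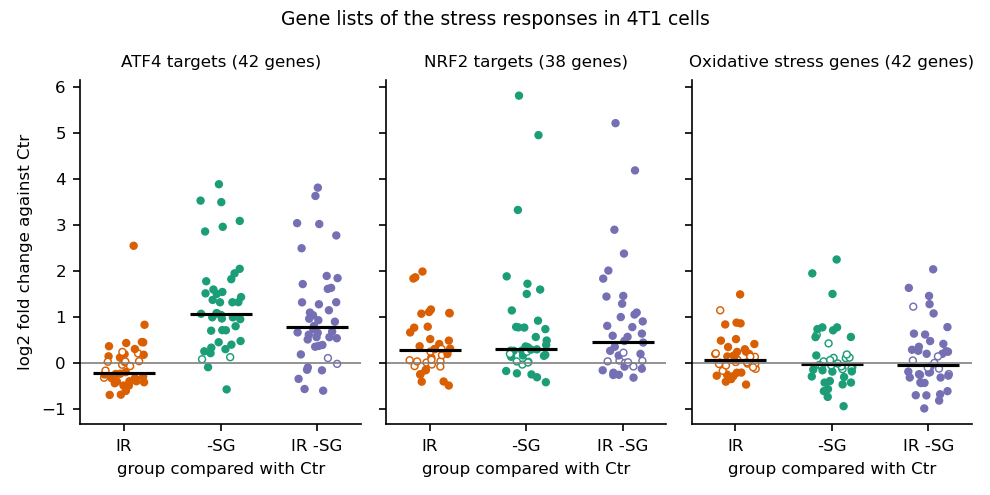
Log2 fold change against Ctr of 42 ATF4 targets, 38 NRF2 targets and 42 oxidative stress genes in IR, -SG and IR -SG cells, with 1 point per gene and a black bar at the median. The ATF4 targets have medians of 1.07 in -SG and -0.22 in IR cells, and the oxidative stress genes lie on both sides of 0 in every group.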

**Fig. 4:**
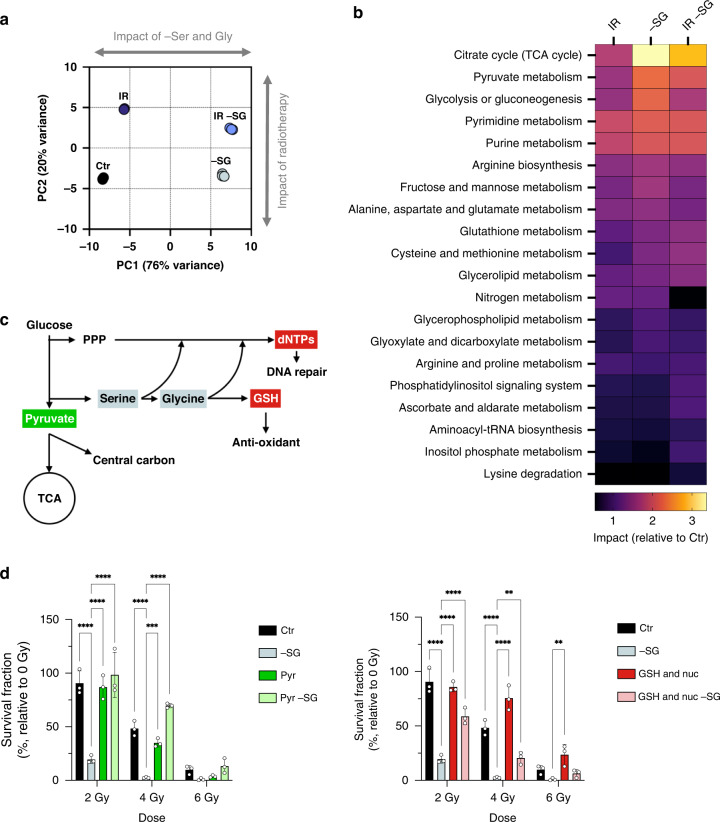
Integrated metabolomic-transcriptomic analysis and metabolite rescue. **a** Spatial division displayed as PCA plot based on RNA-Seq profile of 4T1 cells cultured with media containing either serine and glycine or not (-SG) and irradiated with a final dose of X-ray radiation 5 Gy (IR) for 24 h (one experiment in biological triplicate). **b** Joint pathway analysis based on both metabolomics (Fig. 2d) and gene expression (Fig. 4a) profiles of 4T1 cells cultured with media containing either serine and glycine (+SG) or not (-SG) and irradiated with a final dose of radiations 5 Gy (IR) for 24 h (one experiment in biological triplicate for both metabolomics profiling and RNA-Sequencing). **c** Schematic depicting serine/glycine biosynthesis and related pathways, and corresponding metabolites used for rescue experiments. **d** Quantification of clonogenic assays as surviving fraction relative to non-irradiated controls of 4T1 cells cultured with media containing serine and glycine (Ctr) or not (-SG), irradiated with increasing doses of X-ray radiation (0–6 Gy) and with or without supplementation with 2 mM Pyruvate or 2.5 mM reduced glutathione and nucleosides mix (GSH & Nuc) (mean +/−SD, one experiment in biological triplicate, Two-way ANOVA with Dunnet’s multiple-comparisons test, *P < 0.05, **P < 0.005, ***P < 0.0005, ****P < 0.00005).

Next, we used an integrated ‘pathway impact analysis’ of the combined RNA-Seq and LCMS metabolomics data as a powerful method to globally assess response to SG starvation/radiation. The pathways most impacted by SG starvation alone in 4T1 cells were the TCA cycle, pyruvate metabolism, glycolysis and nucleotide metabolism, followed by a range of amino acids, fructose/mannose and glutathione (Fig. 4b). These pathways were also impacted, but to a lesser extent, by radiation alone. 

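The joint measure of Fig. 4b was not computed here. Given instead are the numbers of genes that changed in -SG cells in lists written from general knowledge. These lists may differ from the pathways of Fig. 4b. Of all tested genes 58.6% passed the threshold in -SG cells, so that a similar share in a list does not set it apart. Of 33 genes of pyruvate metabolism, 12 rose, such as Pck2, the mitochondrial phosphoenolpyruvate carboxykinase (1.54), and the malic enzyme Me3 (1.20). A further 10 fell, such as Acat2 (-1.19) and the acetyl-CoA carboxylase Acaca (-0.86). Pyruvate kinase (Pkm, ENSMUSG00000032294, chromosome 9 of GRCm38, 59656368 to 59679375) went from 54301 ± 1000.1 to 44928 ± 3421 normalized counts (SD, n = 3), a log2 fold change of -0.28 (SE 0.04, adjusted p = 3.47e-05 by limma). Of 24 glycolytic genes, 6 rose, among them the enolase Eno2 (0.42), and 7 fell, with the hexokinase Hk2 (-0.66), Pgm2 (-0.45) and Pgam1 (-0.31) furthest. Eno2 lost its call without Ctr replicate 2 or 3, any -SG library or IR -SG replicate 4 or 5 (adjusted p from 0.0512 to 0.18 by limma), with no filter on low values, over all genes in the file and after quantile normalization (0.15), where Pkm was at -0.14. Without Ctr replicate 2 the number of glycolytic genes that rose was 3, and without -SG replicate 6 it was 3 with 10 lower. Of 27 purine genes 20 fell, with Impdh1 (-0.84), which commits IMP to GTP, furthest. Xdh (1.63), Ak1 (1.26) and Ampd3 (0.88), of purine breakdown and AMP exchange, rose. The purine median was -0.30 (camera adjusted p = 2.36e-04, but adjusted p = 0.144 with an estimated correlation). Of 23 pyrimidine genes 16 fell, among them Upp1 (-1.68), Dctd (-0.83), Tk1 (-0.76) and Cad (-0.73), and 4 rose, Cmpk2, Ctps2, Uckl1 and Uck1. The pyrimidine median was -0.42 (camera adjusted p = 1.9e-04, but adjusted p = 0.108 with an estimated correlation). Dhodh, which makes orotate in mitochondria (ENSMUSG00000031730, chromosome 8 of GRCm38, 109591343 to 109608673), was among those that fell (-0.64, SE 0.05). The citrate carrier Slc25a1 fell too (-1.02, SE 0.05), whereas the dicarboxylate carrier Slc25a10 did not pass the test (0.05, SE 0.06). In arginine biosynthesis (13 genes), Gpt2 (1.82), Arg1 (1.71) and Nos2 (1.66) rose and 6 fell, with Got1 (-0.43) furthest. In alanine, aspartate and glutamate metabolism (20 genes), Gpt2 and Asns (1.07) rose and 11 fell. In cysteine and methionine metabolism (34 genes) 13 rose, with Cth (0.95) first, and 15 fell, with Ahcy (-0.93) first. Of 26 fructose and mannose genes 9 rose, with Sord (1.23) first, and 6 fell (7 and 9 without -SG replicate 6). Of 43 glutathione genes 15 rose, with Gsta4 and Mgst1 (1.72) among the largest, and 13 fell. All these counts were the same when adjusted over the list alone, and of the 9 lists only the purine and pyrimidine lists passed the list test (the 7 others at camera adjusted p from 0.0622 to 0.983). That test pointed down for pyruvate metabolism (median 0.01, mean 0.02), arginine biosynthesis (-0.20 and 0.23), cysteine and methionine metabolism (0.04 and -0.06) and glutathione metabolism (0.10 and 0.35). Without -SG replicate 6 the medians of pyruvate, cysteine and methionine, and glutathione metabolism were -0.02, -0.03 and 0.03. That of pyruvate metabolism was -0.03 without Ctr replicate 1 and that of glutathione metabolism 0.04 without Ctr replicate 3, 0.05 without -SG replicate 5 and 0.03 after quantile normalization.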

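Radiation alone moved the same lists in mixed directions. Of all tested genes 53.7% passed the threshold in IR cells, and a similar share in a list does not set it apart. In glycolysis (24 genes), 9 rose, with Galm (4.02 to 15.9 normalized counts), Pgam2 (1.18), the lactate dehydrogenase Ldhb (0.90) and Eno3 (0.58) among them, and 8 fell. The glycolysis median was -0.05 and the mean 0.13, with the list test pointing down. In pyruvate metabolism 11 rose, among them Acacb (0.95), Ldhb and the pyruvate carboxylase Pcx (0.66), and 8 fell, led by Pck2 (-0.61). Pkm fell by a log2 fold change of -0.18 (SE 0.04). Of the purine genes 15 fell, with Pfas (-0.37) furthest, and 5 rose, Xdh (2.00), Ak1 (1.77), Adssl1 (1.17), Ampd3 and Paics. Their median was -0.13 and their mean 0.06 (camera adjusted p = 0.0485 downwards, but adjusted p = 0.366 with an estimated correlation). This call was also lost without Ctr replicate 2 (0.0577) or 3 (0.0759), IR replicate 1 (0.0799) or IR -SG replicate 5 (0.0507) and under the 3 other scalings (0.0545, 0.0545 and 0.295). Of the pyrimidine genes 11 fell, with Tk1 (-0.62) and Dctpp1 (-0.45) furthest and Dhodh at -0.37, and Cmpk2 (1.47) and Cda (0.56, not past the test after quantile normalization) rose. Their median was -0.14 (camera adjusted p = 0.0116, but adjusted p = 0.228 with an estimated correlation). In arginine biosynthesis Nos2 (2.72), Arg1 (1.80), Arg2 (1.21), Ass1 (0.80), Glul and Glud1 rose and Gpt2 (-0.34) fell. After quantile normalization Pgam2, Acacb, Pcx, Adssl1 and Arg2 were at 0.63, 0.57, 0.44, 0.67 and 0.65. In cysteine and methionine metabolism 5 rose and 16 fell (camera adjusted p = 0.02, but adjusted p = 0.202 with an estimated correlation, and 0.0649 after quantile normalization). In alanine, aspartate and glutamate metabolism 5 rose and 6 fell, in fructose and mannose metabolism 9 and 6, and in glutathione metabolism 19 and 11 (7 lower without Ctr replicate 2). All these counts were the same when adjusted over the list alone. The mean absolute log2 fold change was smaller in IR than in -SG cells for the TCA cycle enzymes (0.088 against 0.206, adjusted p = 0.0094 by a two-sided permutation test of sign flips across genes) and the pyrimidine genes (0.295 against 0.534, adjusted p = 0.0166 by the same permutation test). It was also smaller in IR cells, without passing that permutation test, for pyruvate metabolism (0.263 against 0.372, adjusted p = 0.233), purine synthesis (0.338 against 0.452, 0.15) and alanine, aspartate and glutamate metabolism (0.279 against 0.387, 0.4). The same held for cysteine and methionine metabolism (0.298 against 0.333, 0.853) and glutathione metabolism (0.516 against 0.738, 0.282, or 0.481 against 0.617 without Gsta1). It was larger in IR cells, again without passing the permutation test, for glycolysis (0.368 against 0.179, adjusted p = 0.102), fructose and mannose metabolism (0.315 against 0.274, 0.716) and arginine biosynthesis (0.583 against 0.576, 1). Over all tested genes the means were 0.322 in IR and 0.352 in -SG cells. The permutation test takes the genes of a list as independent, which they are not, and leaves out the spread between cultures.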

Notably, the most impacted pathways in combined SG starvation and radiotherapy treatment mirrored those seen for SG starvation alone, with the exception of glycolysis, validating the dominant impact of starvation seen in the PCA analysis.

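Combined treatment lowered 21 of 27 purine genes, with Impdh1 (-1.13) furthest, and raised 5, with Xdh (2.84) first. Their median was -0.41 (camera adjusted p = 1.78e-04, but adjusted p = 0.135 with an estimated correlation). It lowered 15 of 23 pyrimidine genes, among them Dctpp1 (-1.24), Dctd (-1.17) and Dhodh (-0.77), and raised 5, with Cmpk2 (1.34) first, 3 after quantile normalization. Their median was -0.61 (camera adjusted p = 2.26e-04, but adjusted p = 0.11 with an estimated correlation). In glycolysis 6 genes rose, Eno2 (0.72, but 0.20 and not past the test after quantile normalization) and Ldhb (0.74) among them, and 10 fell, with Hk2 (-1.03) furthest. In pyruvate metabolism 15 rose, with Me3 (1.44) and Pck2 (1.28) first, and 10 fell. The counts of all 4 lists were the same when adjusted over the list alone. Of all tested genes 69.7% passed the threshold after combined treatment. Pkm (-0.43, SE 0.04, and -0.28 after quantile normalization) and Slc25a1 (-0.84, SE 0.05) fell and Slc25a10 (0.45, SE 0.06) rose. The combined fold change of a gene lay closer to that in -SG cells than to that in IR cells for 19 of the 23 pyrimidine genes, 17 of the 27 purine genes and 19 of the 33 pyruvate genes. The same held for 30 of the 43 glutathione genes, 14 of the 26 fructose and mannose genes and 10 of the 24 glycolytic genes. Over all tested genes it lay closer to -SG for 7079 and to IR for 4584. Of the genes called in the combined treatment, 3034 rose and 2681 fell in -SG cells too (1300 and 1083 for independent lists), with 171 in opposite directions. In IR cells 2567 rose and 2119 fell too (1252 and 943 for independent lists), with 458 in opposite directions. These comparisons share the Ctr libraries, and part of the overlap may come from them. The correlation across genes was 0.867 with -SG (0.503 in 100 simulations without any effect, covariance 0.317 against 0.00886) and 0.703 with IR (0.499, covariance 0.239 against 0.00881). Where no library was shared, starvation with radiation (IR -SG against IR) correlated with starvation alone at r = 0.791 (0.002 in the simulations). The slope was 0.703, and 82.3% of genes had the same sign (50% in the simulations). Radiation during starvation (IR -SG against -SG) correlated with radiation alone at r = 0.747 (-0.001 in the simulations). There the slope was 0.506, and 78.1% of genes had the same sign (50% in the simulations). The paper reasons that the pathways with the highest joint impact under combined treatment mirrored those of SG starvation alone, glycolysis apart, and takes this as evidence of the dominant impact of starvation seen in the principal component analysis (Fig. 4a, b).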

Given the major impact seen on the TCA cycle, we plotted a schematic representation of individual metabolites and metabolic enzymes in this pathway, indicating the direction of change in response to individual and combined radiation/SG starvation (Supplementary Fig. S5c). 

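After radiation alone, the transcripts of 5 of the 18 TCA cycle enzymes fell, fumarase (Fh1, -0.30, SE 0.05), Idh3g (-0.16, SE 0.04), Sucla2 (-0.13, SE 0.04), Idh2 (-0.10, SE 0.04) and Dlst (-0.09, SE 0.03). None rose with the libraries scaled as deposited, but 1 rose and 3 fell with each library scaled to the same total, 3 fell at the same upper quartile, and 3 rose and 4 fell after quantile normalization. Fh1 (ENSMUSG00000026526, chromosome 1 of GRCm38, 175600374 to 175625635) had 3026 ± 32.5 normalized counts (SD, n = 3) in Ctr and 2465 ± 113 in IR cells (adjusted p = 1.95e-04 by limma). When adjusted over the list alone 3 fell and 0 rose. At an unadjusted p under 0.05 from limma 9 were lower and 0 higher, by edgeR 6 and 0, and by DESeq2 5 and 0. The genes that rose under another scaling were Cs, the citrate synthase, Mdh2, the malate dehydrogenase, and Suclg1, a subunit of succinyl-CoA ligase. As deposited their log2 fold changes were 0.04, 0.06 and 0.08 (SE 0.03, 0.04 and 0.04), and the other 10 enzymes lay between -0.13 (Suclg2) and 0.06 (Idh3b). The list had a median of -0.06 and did not pass the test (camera adjusted p = 0.15). Idh2 lost its fall without Ctr replicate 2 or 3, any IR library or IR -SG replicate 6 (adjusted p from 0.0505 to 0.127 by limma), and both Idh2 and Dlst under the 3 other scalings. Dlst lost it without Ctr replicate 2 or 3 or IR replicate 1 (0.0744, 0.111 and 0.116) and Sucla2 without Ctr replicate 3 (0.051). The number that fell was 2 without Ctr replicate 3, 3 without Ctr replicate 2 or IR replicate 1, and 9 with 1 higher without -SG replicate 6. The pyruvate entry enzymes are not among these 18. In a wider list of 28 genes with them, 3 rose, Ogdhl, Pcx and Mdh1, and 7 fell (3 and 6 when adjusted over the list alone), with a median of -0.03 and a mean of 0.003. In that list 4 fell without Ctr replicate 2 or 3 and 12 without -SG replicate 6, and 5 rose and 5 fell after quantile normalization.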

Under control (fully fed) conditions, radiotherapy was on average shown to increase metabolite levels and enzyme expression in the TCA cycle. In contrast, compared to control conditions, SG starvation alone tended to uniformly suppress the TCA cycle. 

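In -SG cells the enzymes that fell spanned the cycle, from the isocitrate dehydrogenases Idh3a (-0.44, SE 0.03) and Idh2 (-0.41, SE 0.04) through the succinyl-CoA ligase subunit Suclg2 (-0.41, SE 0.06) to fumarase (Fh1, -0.41, SE 0.05). Idh3a (ENSMUSG00000032279, chromosome 9 of GRCm38, 54586334 to 54604661) went from 4143 ± 30.9 normalized counts (SD, n = 3) in Ctr to 3048 ± 52.9 (adjusted p = 4.12e-09 by limma), and Fh1 reached 2289.7 ± 209 (adjusted p = 5.87e-06 by limma). Sdha (-0.24), Mdh2 (-0.20), Ogdh (-0.20), Dlst (-0.20), Suclg1 (-0.18), Sdhd (-0.17), Cs (-0.15), Idh3b (-0.15) and Sdhc (-0.11) fell by less. Dld, the dihydrolipoyl dehydrogenase shared by several complexes (0.25, SE 0.05), and Idh3g (0.09, SE 0.04) rose. Sucla2 (-0.0015) did not pass the test, nor did Sdhb (-0.04), except without -SG replicate 6 (-0.11). Idh3g lost its rise without any single library other than -SG replicate 5 (adjusted p from 0.0562 to 0.173 by limma; 0.06 without -SG replicate 6), with no filter on low values and over all genes in the file. Idh3b lost its fall without Ctr replicate 1 or -SG replicate 4 (0.0508 and 0.0783) and after quantile normalization, where Idh3b, Sdhc, Cs and Sdhd were at -0.09, -0.07, -0.08 and -0.11. Sdhc lost its fall without Ctr replicate 2 or 3, -SG replicate 4 or 5, IR replicate 3 or IR -SG replicate 4 or 5 (0.051 to 0.162) and under the 3 other scalings. The list test did not pass after quantile normalization (camera adjusted p = 0.0665) or on a wider list of 28 genes (camera adjusted p = 0.0648), of which 16 fell and 8 rose, also when adjusted over the list alone.

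**Figure D2:**
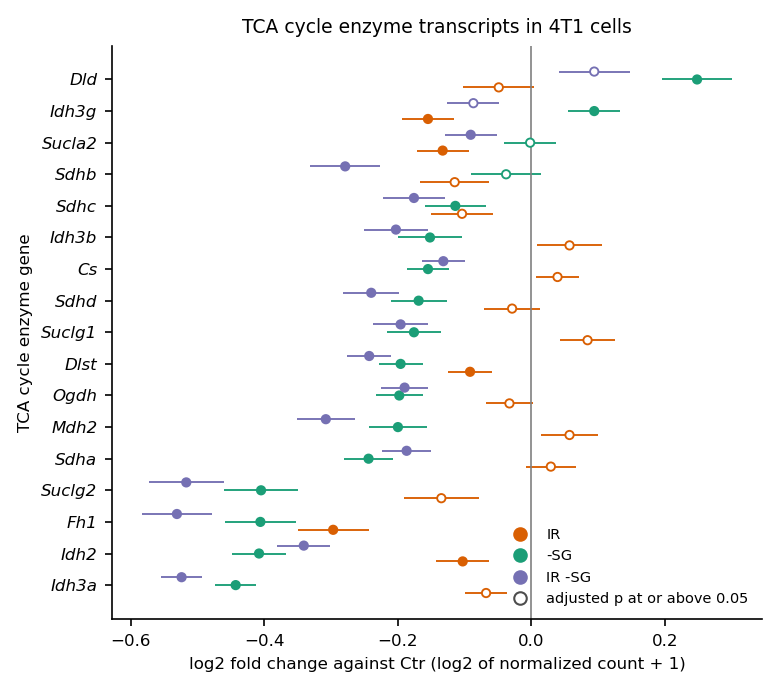
Log2 fold change against Ctr (± SE) of TCA cycle enzymes in IR, -SG and IR -SG cells, with hollow points for an adjusted p of 0.05 or more. Fh1 lies lowest in IR cells (-0.30) and Idh3a in -SG cells (-0.44), and no enzyme rose in IR cells as deposited, against 1 at the same library total and 3 after quantile normalization.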

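With both treatments, 15 of the 18 TCA cycle enzymes were lower than in Ctr and none was higher with the libraries scaled as deposited, against 14 lower with 2 higher at the same library total, 14 with 1 at the same upper quartile and 13 with 2 after quantile normalization. Fumarase (Fh1, -0.53, SE 0.05), Idh3a (-0.52, SE 0.03), Suclg2 (-0.52, SE 0.06) and Idh2 (-0.34, SE 0.04) fell furthest. Dld (0.09) did not pass the test, except without -SG replicate 6 (0.09) and under the 3 other scalings (0.14, 0.12 and 0.17), nor did Idh3g (-0.09), except without -SG replicate 5 or 6 (-0.09 in both). Sucla2 (-0.09) lost its fall without any single library other than -SG replicate 6 (adjusted p from 0.0509 to 0.183 by limma), with no filter on low values, over all genes in the file and under the 3 other scalings. Fh1 was at 2095 ± 38.7 normalized counts (SD, n = 3) and Idh3a at 2881 ± 54.8. When adjusted over the list alone 16 were lower and 0 higher. At an unadjusted p under 0.05 from limma, by edgeR and by DESeq2 16 were lower and 0 higher, and without -SG replicate 6 16 were lower and 1 higher. The median log2 fold change was -0.20 (camera adjusted p = 9.27e-04, but adjusted p = 0.322 with an estimated correlation). Against IR cells, 13 enzymes were lower and 1 higher in IR -SG cells, also when adjusted over the list alone (median -0.19, camera adjusted p = 0.00373, but adjusted p = 0.384 with an estimated correlation). Here 2 were higher without -SG replicate 6 and 0 without IR replicate 2 or 3 or IR -SG replicate 4 or 6. Against -SG cells 4 were lower and 0 higher by limma (2 and 0 when adjusted over the list alone, 7 and 0 at an unadjusted p under 0.05, 6 and 0 by edgeR, 5 and 0 by DESeq2). Without IR -SG replicate 4 or 5, 2 were lower, and without -SG replicate 6, 4 were lower and 1 was higher. The difference between the radiation effects in the 2 media (interaction) passed for 0 of the 18 enzymes by limma, edgeR and DESeq2, also when adjusted over the list alone, with 2 higher and 1 lower at an unadjusted p under 0.05. Without -SG replicate 6, 2 enzymes passed with a positive interaction, and 1 with a negative one without -SG replicate 4 or 5 and after quantile normalization. The list's median interaction was -0.003 and took both signs when single libraries were left out (camera adjusted p = 0.922). Per enzyme, the combined change lay closer to that in -SG cells for 14 and to that in IR cells for 4. Starvation in irradiated cells (IR -SG against IR) correlated with starvation alone across the 18 enzymes at r = 0.87.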

When both radiation and SG starvation were applied, the suppressive effect of SG starvation was totally dominant, preventing radiation-induced upregulation.

### Supplementary pyruvate, nucleotides and antioxidants rescue the radio-sensitising effect of SG starvation

To assess the relative importance of individual metabolites identified as involved in combined SG starvation and radiation response (Fig. 4c), we conducted metabolite rescue experiments. Remarkably, supplementary pyruvate alone produced complete/nearly complete rescue of the radio-sensitising effects of SG starvation in 4T1, DLD1 and KPC cells but had very little impact on highly SG starvation-sensitive cell lines MDA-MB-231 and RKO (Fig. 4d and Supplementary Fig. S6a). Combined GSH and nucleoside supplementation produced rescue in the majority of cell lines and was better than pyruvate in several lines, including MDA-MB-231 and HCT116. As expected, supplementary pyruvate, GSH and nucleoside have less impact on radiation response in SG replete conditions (Fig. 4d and Supplementary Fig. S6b). We have previously confirmed that exogenous GSH can enter cancer cells and provide an antioxidant effect [24, 34]. We confirmed that exogenous pyruvate augmented the TCA cycle in starved/irradiated cells (Supplementary Fig. S6c). The impact of supplementary antioxidants-only on rescue was generally mild, emphasising that SG starvation and radiation impact multiple metabolic pathways, not just those related to ROS (Supplementary Fig. S6d, e). Overall, these results underline the multi-functional protective roles that exogenous serine and glycine play in the response of cancer cells to radiation via multiple metabolic pathways that are simultaneously impacted by radiation.

### Serine and glycine restriction sensitises in vivo tumours and patient-derived tumour organoids to radiotherapy

To test the ability of SG starvation to sensitise tumours to radiation in vivo, we used two syngeneic mouse models of cancer. Initially, we utilised a syngeneic allograft model of pancreatic cancer where C57Bl6/J mice were subcutaneously transplanted with KPC cells (derived from *Pdx1-cre;KrasG12D/+;Trp53R172H/+* mice [41, 42]) and therapeutically treated with a single 20 Gy dose of tumour-targeted radiation with or without a SG deficient diet. Due to the rapid growth and invasive nature of the KPC cells, we found that several tumours (in all experimental groups) began to cause skin ulceration (a clinical endpoint) and decided to terminate the experiment and collect all tumour samples within 7 days of radiation. Tumour cross sections were stained by immunohistochemistry for the apoptosis marker cleaved caspase-3 and the proliferation marker Ki67. While radiation alone, or starvation alone, showed some evidence of increased apoptosis and decreased proliferation, the combination of SG deficient diet and radiotherapy showed the greatest response (Fig. 5a, b and Supplementary Fig. S7a). At this short temporal endpoint, tumour volume was not significantly different between groups, as expected (Supplementary Fig. S7b). Next, we employed a syngeneic orthotopic breast cancer model transplanting 4T1 murine mammary cancer cells into the mammary fat pad of wild-type Balb/c mice, feeding a control or SG deficient diet with or without a single 15 Gy dose of tumour-targeted radiation. The combination of SG starvation and radiotherapy showed significantly greater inhibition of tumour growth than either intervention alone (Fig. 5c and Supplementary Fig. S7c).

**Fig. 5:**
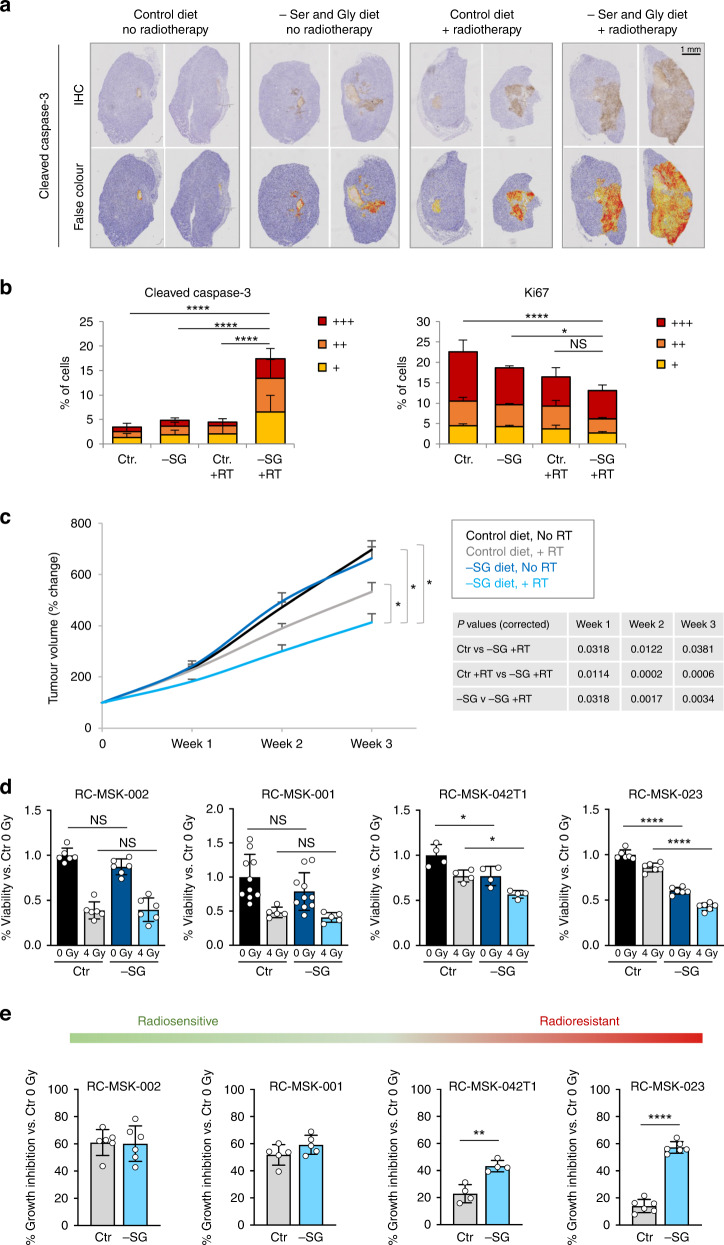
Serine and glycine starvation sensitises tumours and tumour organoids to radiotherapy. **a** Representative formalin fixed paraffin embedded tissue sections from KPC cell syngeneic subcutaneous isografts were stained for cleaved caspase-3 protein. Once measurable tumours had formed, mice were transferred to a diet regime consisting of either a control diet containing serine and glycine (Control diet) or a matched diet lacking serine and glycine (-SG diet); after 3 days on diet, tumours were treated with 20 Gy targeted X-ray radiation. None of the tumours reached the size endpoint due to skin ulceration occurring in all experimental groups, so all tumours were harvested for IHC analysis within 7 days of radiation. **b** Halo image analysis software was used to quantify IHC slides of cleaved caspase-3- and Ki67-stained cells (mean +/− SEM, *n* = 4 mice per condition, *n* = 2 tumours per mouse, two-way ANOVA with Tukey’s multiple-comparisons test, *P < 0.05, **P < 0.005, ***P < 0.0005, ****P < 0.00005). Per cell staining intensity values and cleaved caspase-3 and Ki67 are defined as positive (+), strongly positive (++) or very strongly positive (+++) versus controls. **c** 4T1 cells were injected into the mammary fat pad of Balb/C mice to form syngeneic orthotopic tumours. Once isograft tumours had formed, mice were transferred to a diet regime consisting of either a control diet containing serine and glycine (Control diet) or a matched diet lacking serine and glycine (-SG diet); after 3 days on diet, tumours were treated with 15 Gy targeted X-ray radiation. Data are averages of 2–3 weekly tumour measurements, bars are SEM (Control diet No RT *n* = 13 mice, Control diet +RT *n* = 12 mice, -SG diet No RT *n* = 15 mice, -SG diet +RT *n* = 12 mice). Tumour volume is plotted from the time of diet change. Statistical comparisons were made using two-sided unpaired *t* test with Holm–Sidak’s *P* value correction for multiple comparisons, *P < 0.05, **P < 0.005, ***P < 0.0005, ****P < 0.00005. **d** Four patient-derived rectal cancer tumour organoid lines were grown in the presence (Ctr) or absence (-SG) of serine and glycine. After 48 h, organoids were irradiated with a dose of 4 Gy and allowed to grow for a further 6 days. At endpoint organoids were quantified using Cell Titre Glo reagent. Data is mean +/− SD for each organoid in one experiment with at least four biological replicates (individual replicates are shown, two-way ANOVA with Tukey’s multiple-comparisons test, *P < 0.05, **P < 0.005, ***P < 0.0005, ****P < 0.00005). **e** Data shown in **d** calculated as % growth inhibition caused by 4 Gy radiation versus Control (Ctr) untreated (0 Gy) condition. Data is mean +/− SD for each organoid in one experiment with at least four biological replicates (individual replicates are shown, Unpaired *t* test two-tailed *P < 0.05, **P < 0.005, ***P < 0.0005, ****P < 0.00005).

To further test the clinical relevance of our observations, we used rectal cancer patient-derived organoids (PDOs) maintained as part of a prospective biorepository at MSK. Radiotherapy is an integral part of modern, first-line treatment in rectal cancer prior to surgery [43, 44]. While some rectal tumours are radiosensitive, many are radioresistant, and there is a clinical need to develop interventions that sensitise rectal tumours to radiotherapy. Radiosensitive RC-MSK-002 & RC-MSK-001 PDOs responded to 4 Gy radiation with 50–60% growth inhibition in control conditions, which was not further increased by SG starvation (Fig. 5d, e). In contrast, the radioresistant RC-MSK-042T1 and RC-MSK-023 PDOs showed only 15–20% growth inhibition in response to 4 Gy radiation under control conditions, which was increased to 40–60% growth inhibition (I.e. comparable with radiosensitive PDOs) under SG starvation (Fig. 5d, e). Taken together, these results indicate that dietary SG starvation can increase the sensitivity of tumours and rectal cancer PDOs to radiotherapy, with the potential to radiosensitise otherwise resistant cancer cells.

## Discussion

We have assessed the metabolic response of colorectal cancer, breast cancer and pancreatic cancer models to radiotherapy and identified the potential for radio-sensitisation with SG starvation. Radiotherapy is a key component of the multimodal treatment of breast and colorectal cancer; for example, ~40% of newly diagnosed rectal cancer patients (30% of the CRC population) are referred for radiotherapy prior to surgical resection. For newly diagnosed rectal cancer patients receiving pre-operative radiotherapy, there is a curative outcome (rendering surgery unnecessary) in 10–15% of patients, whereas ~20% show no improvement. We anticipate that interventions that potentiate radiotherapy could significantly improve the curative outcome in this population and diminish the number showing no response. The use of radiation in pancreatic cancer is more controversial. The anatomical location of the pancreas makes it difficult to deliver high doses of radiation without inducing significant toxicity in adjacent organs. Several studies have reported improved overall survival using conventional radiation therapy in locally advanced pancreatic cancer; however, other studies indicated no benefit or even decreased survival (reviewed by Hazard [45]). Fortunately, technological developments, including intensity modulated radiation therapy (IMRT) and stereotactic body radiation therapy (SBRT), have improved accuracy, enabling the sparing of normal tissues and dose escalation to tumours [46, 47]. Identifying ways to further sensitise cancer cells to radiotherapy could help translate SBRT to an intervention that increases overall survival and quality of life in patients with this cancer of unmet need.

Previous studies have demonstrated that radiotherapy has a range of metabolic impacts on cancer cells. Here we show that radiotherapy has strong impacts on pathways known to be involved in antioxidant and DNA-damage repair, i.e., glutathione synthesis and turnover, and nucleotide metabolism. Unexpectedly, we identified a profound impact of radiotherapy on the TCA cycle, a phenomenon replicated across nine cancer cell lines used in this study. While we had hypothesised that SG starvation would impede antioxidant and nucleotide metabolism responses, we were surprised to note the degree to which starvation also impacted the TCA cycle, particularly in those cell lines in which starvation had the greatest radio-sensitising effect. In previous work, we have shown that SG starvation can impact the TCA cycle [24], however, this effect was limited to a relatively short-term (3–6 h) transient increase in glucose-derived TCA cycle intermediates. In the present study, we saw that SG starvation in combination with radiation caused a decrease in steady-state TCA cycle metabolites that persisted for at least 24 h. This observation correlates with prior work demonstrating serine to be an allosteric activator of the glycolytic enzyme PKM2, and that conversion of phosphoenolpyruvate to pyruvate by PKM2 is inhibited under serine starvation [48]. This impediment to pyruvate synthesis is predicted to diminish levels of TCA cycle metabolites and explains why supplementary pyruvate was able to rescue cells from the radio-sensitising effects of SG starvation.

There is significant published preclinical data suggesting that metabolic interventions, particularly small-molecule inhibitors of mitochondrial metabolism, have potential as radio-sensitisation strategies. The most commonly hypothesised mechanism of action for this interaction is that TCA cycle/OXPHOS inhibition lowers oxygen consumption by tumour cells, increasing the local abundance of oxygen, elevating oxygen-derived ROS and increasing DNA damage [14]. The new data presented here suggest that an alternative/additional mechanism is that increased TCA cycle metabolism is a major component the metabolic response of cancer cells to radiotherapy. Prior work showing that inhibiting mitochondrial nutrient transport can induce radio-sensitisation [15, 16] supports this hypothesis.

We noted that the transition from in vitro assays with 4T1 cells to an orthoptic in vivo model generally showed a diminution of response to both SG starvation and radiotherapy, underlining the known differences between in vitro and in vivo cell growth/proliferation. Compared to the in vitro situation, where complete removal of exogenous amino acids is possible, significant depletion is achieved in vivo, but not complete removal [25]. To aid potential clinical translation, future preclinical work could seek to employ fractionated radiotherapy dosing in tumour models where a SG restricted diet is used.

While mitochondrial inhibitors have shown preclinical promise as radio-sensitisers, and more generally as potential anticancer agents, this promise has so far failed to be validated in clinical trials. A clear limitation of targeted small-molecule inhibitors of metabolism is the complexity and plasticity of the metabolic network. Metabolic adaptation/rewiring by cancer cells has been shown to abrogate the impact of inhibitors that target specific metabolic enzymes known to drive anabolic reactions in tumours [17]. One solution to this metabolic plasticity is to use alternative therapeutic approaches which target multiple metabolic pathways simultaneously but do so by removing the supply of precursors rather than complete pathway inhibition (which is more likely to cause toxicity). Dietary nutrient limitation is one such strategy that is showing preclinical promise in a wide range of cancer models. The data in this study suggest that dietary limitation of serine and glycine is a potentially efficacious strategy to sensitise a range of common cancers to radiotherapy.

## Methods

### Cell culture

Cell culture was performed, as described previously [49]. Unless otherwise stated, all cell lines used in this study were obtained from ATCC and cultured at 37 °C in 5% CO_2_ in a humidified incubator. 4T1 (*M. musculus*, female), E0771 (*M. musculus*, female), DLD1 (*H*. *sapiens*, male), cells were cultured in RPMI (Invitrogen, 31870025) supplemented with 10% FBS, 1% penicillin–streptomycin, 0.2% amphotericin B and glutamine (2 mM). MDA-MB-231 (*H*. *sapiens*, female), MDA-MB-468 (*H*. *sapiens*, female), RKO (*H*. *sapiens*) HCT116 (*H*. *sapiens*, male), SW480 (*H*. *sapiens*, male) and KPC (*M. musculus*) cell lines were cultured in DMEM (Invitrogen, 21969035) supplemented with 10% FBS, 1% penicillin–streptomycin, 0.2% amphotericin B and glutamine (2 mM). KPC lines were a gift from Jennifer Morton and Saadia Karim (Ximbio, 153474), and were isolated from the tumours of Pdx1-cre;LSL-Kras^G12D/+^;LSL-Trp53^R172H/+^ mice either with a mixed or pure C57BL/J background. Cell lines were tested for mycoplasma using Mycoalert (Lonza). Cell lines were authenticated by STR profiling using Promega GenePrint 10. A formulated medium lacking l-serine, and glycine was used as a base for creating experimental media. The 1×MEM (Gibco) was used as base medium supplemented with l-glutamine 2 mM, l-alanine 0.4 mM, l-proline 0.2 mM, l-glutamate 0.15 mM, l-aspartate 0.15 mM, l-asparagine 0.35 mM, vitamin mix (Sigma), 17 mM glucose, 10% dialysed FBS, 1% penicillin–streptomycin and 0.2% amphotericin B. The control experimental medium was the base medium supplemented with l-serine 0.4 mM and glycine 0.4 mM.

### In vitro radiation of cancer cells

Cultures were irradiated in tissue culture flasks at room temperature with 195 kV X-rays at a dose rate of 1.6 Gy/min in an Xstrahl RS225 cabinet.

### Clonogenic assay and rescue experiments

Cells were plated in triplicate in six-well plates overnight (seeding density: 4T1—200 cells, EO771—1700 cells, MDA-MB-231—2000 cells, MDA-MB-468—2000 cells, DLD1—500 cells, RKO—2000 cells, HCT116—2000 cells, SW480—1000 cells, KPC—1700 cells). Cells were washed with PBS and the relevant experimental media change was performed and followed by irradiation. Media were refreshed every 4 days, and after 12–14 days of culture, colonies were fixed and stained (0.05% (w/v) Crystal Violet (Millipore), 1% formaldehyde, 1% methanol in 1XPBS). Images were taken on a GelCount (Oxford Optronix), colonies were counted using ImgeJ and the surviving fraction was determined (SF = plating efficiency treated cells/plating efficiency Ctr; plating efficiency = #colonies/#cells plated). Alternatively, the area under the curve was calculated and used for statistical testing. For the rescue experiments the experimental media were supplemented with the following compounds as indicated in the figure legends: 2 mM pyruvate (GIBCO), 2.5 mM or 5 mM reduced glutathione (sigma), nucleosides mix (Sigma; 30 µM citidine, 30 µM guanosine, 30 µM uridine, 30 µM adenosine, 10 µM thymidine), 5 mM N-acetylcysteine (NAC, sigma), 2 uM ferrostatin-1 (Fer-1), 50 uM Trolox or 100 nM liproxstatin-1 (Lip-1).

### The excess over bliss score calculation

Based on the clonogenic assay results, excess over Bliss score [31, 32] was calculated and used to infer synergistic effect of serine/glycine depletion and radiotherapy. The score was calculated as following f_(IR+SG)_ – [(f_IR_ + f_SG_)-(f_IR_ x f_SG_)], were “f” indicates the single effect of either radiation or serine/glycine depletion (SG).

### Apoptosis analysis

In total, 300,000 cells were seeded into six-well plates in a complete medium and allowed to attach overnight. Cells were washed with PBS, and the relevant experimental media change was performed followed by irradiation. After 24 h, cells were harvested by enzymatic digestion, and an equal number of cells per sample were stained with an Annexin V/dead cell apoptosis kit according to the manufacturer’s procedure (Invitrogen, V35113). Data acquisition was performed by flow cytometry (FACS Verse BD Biosciences, San Jose, CA, USA) and analysis was done on FlowJo (v.10). The percentage of Annexin-V-positive cells was used for the analysis.

### Cell cycle analysis with EdU staining

In all, 250,000 cells were seeded into six-well plates in a complete medium and allowed to attach overnight. Cells were washed with PBS, and the relevant experimental media change was performed followed by irradiation. After 48 h, a pulse of 30 µM EdU was given for 45’. Then, cells were harvested by enzymatic digestion and an equal number of cells per sample were stained with a Click-iT^®^ Plus EdU Flow Cytometry Assay Kit according to the manufacturer procedure (Invitrogen, C10633). To measure DNA content, prior acquisition samples were treated with Ribonuease A (Quiagen, 20 mg/ml) and stained with propidium iodide (sigma, 1 µg/ml). Data acquisition was performed by flow cytometry (FACS Verse BD Biosciences, San Jose, CA, USA) and analysis was done on FlowJo (v.10).

### Immunofluorescence

In all, 5000 cells were seeded into 96-well plates (Greiner, flat bottom black polystyrene wells) in complete medium and allowed to attach overnight. Cells were washed with PBS, and the relevant experimental media change was performed followed by irradiation. At experimental endpoint, cells were washed with PBS and fixed for 15’ at 4 °C with 4% formaldehyde (sigma) and then washed with PBS. Cells were permeabilised (0.3% triton x 100 in PBS) at room temperature for 5’ twice, then cells were blocked (5% FCS, 0.5% BSA, 0.1% 100x ritonX in PBS) at 4 °C for 30’. Primary antibodies against PE-H2A.X Phospho (Ser^139^) (1/250; BioLegend, #613411), malondialdehyde (MDA) (1/600; Abcam, ab6463) were incubated in PBS 1%BSA 0.05% TritonX overnight at 4 °C. After, cells were washed three times in PBS 0.05% TritonX. For MDA staining, cells were then incubated for 3 h at 4 °C with secondary antibody (1:100; Alexa Fluor 568, Thermo scientific, A11011) and phalloidin (1:500; Alexa Fluor 488, Thermo Scientific, A12379), then cells were washed three times in PBS 0.05% TritonX. DNA was stained with DAPI (1:1000 DAPI (Thermo scientific, 62248) + 0.01%TritonX in PBS). The plates were then sealed and imaged using an Opera Phenix (Perkin Elmer) microscope platform with Harmony (Perkin Elmer) and analysed using Columbus software.

### Mice

All in vivo work was carried out in compliance with the Animals (Scientific Procedures) Act 1986 and the EU Directive 2010 (PPLs 70/8645 and PP6345023) and was sanctioned by the local ethical review process (University of Glasgow). *Mus musculus* cohorts were housed in a barrier facility proactive in environmental enrichment and maintained on a normal chow diet. For PDAC transplants: 2 × 10^6^ KPC cells were subcutaneously injected into the bilateral flanks of C57Bl6/J females aged 7–8 weeks at time of transplantation (Charles River, UK). KPC cells were derived from *Pdx1-cre;KrasG12D/+;Trp53R172H/+* mice [41]. Recipients were switched from normal chow to serine/glycine deficient or control diet 4 days after transplantation (at which point all mice had measurable tumours) in a manner ensuring consistent average starting tumour volume across the groups. After 3 days on experimental diets, tumours were irradiated as described below with 20 Gy radiation (mean tumour volume = 119 mm^3^ at time of radiation). For 4T1 transplants: 2.5 × 10^4^ cells were injected to the mammary fat pad of 8-week-old female Balb/C recipients (Charles River, UK) with appropriate anaesthesia and analgesia; and clips removed 7 days post-transplant. Recipients were switched to experimental diets when tumour volume = 150–230 mm^3^, in a manner ensuring consistent average starting volume across the groups. To ensure a consistent starting tumour volume, mice with tumour volume outside 150–230 mm^3^ were not enrolled in the study. After 3 days on experimental diets, tumours were irradiated as described below with 15 Gy radiation. All tumours were measured using callipers by technicians blinded to the aims of the study and the hypothesised outcome. Animals were humanely culled by Schedule 1 method and tissue processed for analysis. KPC and 4T1 cells were tested as mycoplasma-negative (as described above) prior to injection. Control and serine and glycine-free diets were obtained from IPS-TestDiet, formulations described previously [25].

### Targeted radiotherapy in vivo

Mice-bearing tumours were irradiated on an XStrahl Small Animal Radiation Research Platform (SARRP). Mice were anaesthetised with isoflurane and immobilised on a cradle with a tooth bar attachment. A Cone Beam Computed Tomography (CBCT) scan was performed before irradiation, using the parameters 60 kV and 0.8 mA. Integrated preclinical treatment planning software (Muiplan), was used to segment the tissues, select the isocentre and precisely target and plan the irradiation of the tumour. To ensure adequate coverage of the tumour, an appropriately sized collimator was used (10 mm by 10 mm, or motorised variable collimator (MVC) used at the required size), and the tumour was dosed using parallel opposed beams with 15 Gy to 20 Gy radiation, using the parameters 220 kV voltage and 13 mA current.

### Rectal cancer patient-derived tumour organoid (tumoroid) culture and irradiation

The rectal cancer patient-derived organoid biorepository at MSK is prospectively maintained by JJS and CW and is under the approved institutional review board protocol for JJS (#16-1071). All patients provided informed consent for use of tissue. For the derivation of tumoroids, fresh human rectal cancer samples were processed as reported [50] and culture and passage were as noted [51]. The basal culture medium for rectal cancer tumoroids was modified from the published method [50] as follows: Advanced DMEM/F12 (Gibco) was supplemented with antibiotic-antimycotic (Gibco), 1× B27 (Gibco), 1× N2 (Gibco), 2 mM GlutaMAX (Gibco), 10 nM human Gastrin I (Sigma-Aldrich), 10 mM HEPES (Gibco), 10 mM nicotinamide (Sigma-Aldrich), 50 ng ml^–1^ human recombinant human EGF (Peprotech), 500 nM A83-01 (Tocris Bioscience), and 10 μM SB 202190 (Sigma-Aldrich). For tumoroid nutrient modulation, cells were grown in the experimental medium using basal culture media described above but Advanced DMEM/F12 was substituted for Advanced DMEM/F12 media lacking serine and glycine (hereafter ‘-SG medium’) and matched media containing serine and glycine (hereafter ‘Control medium’).

For nutrient modulation and irradiation assays, 96-well plates were coated with 11% Matrigel (Corning, product no. 356231) in UltraPure Distilled Water (Invitrogen, product no. 10977), centrifuged at 300×*g* for 5 min, and were polymerised at least 30 min before seeding. Tumoroids were resuspended in 5% Matrigel in an experimental medium and embedded in suspension into coated well (5000–10,000 cells per 100 µl suspension per well), and centrifuged at 300×*g* for 5 min, and placed in an incubator to polymerise Matrigel. After Matrigel polymerised, 160 µl of culture medium was added per well after the Matrigel had polymerised. Radiation was delivered with an X-RAD320 Biological Irradiator (Precision X-Ray, North Branford, CT) set to deliver 4 Gy at 48 h post-seeding. Cells were grown in culture for a further 6 days post-irradiation with the media refreshed 2-days post radiation. At the end of treatment, the number of viable cells was determined by CellTiter-Glo assay (Promega), following the kit protocol.

### RNA extraction and RNA sequencing

The extraction and purification of total RNA was performed using the RNAeasy purification Kit (QIAGEN) combined with RNaseFree DNase (QIAGEN) treatment according to the manufacturer’s protocol. RNA concentration and quality was determined using the NanoDrop 2000 spectrophotometer before downstream processing. Quality of the purified RNA was tested on an Agilent 2200 Tapestation using RNA screentape. Libraries were prepared using the TruSeq stranded total RNA with RiboZero kit (Illumina). Quality and quantity of the cDNA libraries were assessed on an Agilent 2200 Tapestation (D1000 screentape). Libraries were run on an Illumina NextSeq500 using the High Output 75 cycles kit (2 × 36 cycles, paired-end reads, single index). Quality checks on the raw RNA-Seq data files were done using FastQC [52]. Alignment of the RNA-Seq paired-end reads was to the GRCm38 [53] version of the mouse genome and annotation using HiSat2 [54] and TopHat [55]. Gene expression levels were quantified using the feature Counts tool [56] available on Galaxy.org DESeq2 [57] was used to generate a list of differentially expressed protein-coding genes between. Calculations were performed with R version 3.3.1 in R-Studio (version 0.99.903). RNA-Seq data is available as GEO accession number GSE190668.

### Integrated pathway analysis of transcriptome and metabolomics

To integrate the metbolomics and gene expression data we used the “Integrated pathway analysis” tool of Metaboanalyst. Processed data were used for the analysis, specifically fold changes values for differentially expressed genes or metabolites for the relevant comparison were used as input for the integrated analysis (https://www.metaboanalyst.ca/home.xhtml; [58], based on the work of Cavill et al. [59].

### LCMS for steady-state metabolite measurements

Metabolomics experiments were performed as described previously [25, 49]. Cells were seeded into six-well plates in complete medium and allowed to attach overnight. Cells were washed with PBS, and the relevant experimental media change was performed followed by irradiation. Cells were then cultured for the stated amount of time. Duplicate wells were used for cell counting to normalise the volume of lysis solvent prior to metabolite extractions (2 × 10^6^ cells per ml). Briefly, cells were washed quickly in PBS, then an ice-cold lysis solvent (methanol 50%, acetonitrile 30%, water 20%) was added, and cells were scraped on ice. Lysates were transferred to 1.5-ml tubes on ice, vortexed, then centrifuged at 18,000×*g* at 4 °C for 10 min. Supernatants were collected and stored at 80 °C for LCMS analysis. Tissue samples were snap-frozen and stored at 80 °C. Frozen samples were weighed before lysis. Samples were homogenised in 2 ml ice-cold lysis solvent using a TissueLyser II (QIAGEN). Lysates were then cleared of protein by centrifugation at 18,000×*g* for 10 mins at 4 °C and then normalised to 10 mg/ mL with lysis buffer based on original tissue mass. Sample analysis was performed using an LCMS platform consisting of an Accela 600 LC system and an Exactive mass spectrometer (Thermo Scientific). A Sequant ZIC-pHILIC column (4.6 mm × 150 mm, 3.5 mm) (Merck) was used to separate the metabolites with the mobile phase mixed by A = 20 mM ammonium carbonate in water and B = acetonitrile. A gradient programme starting at 20% of A and linearly increasing to 80% at 30 min was used followed by washing (92% of A for 5 min) and re-equilibration (20% of A for 10 min) steps. The total run time of the method was 45 min. The LC stream was desolvated and ionised in the HESI probe. The Exactive mass spectrometer was operated in full scan mode over a mass range of 70–1200 *m/z* at a resolution of 50,000 with polarity switching. The LCMS raw data were converted into mzML files by using the MSConvert tool (ProteoWizard) and imported to MZMine 2.3 for peak picking and sample alignment. A house-made database including all possible 13 C and 15 N isotopic *m/z* values of the relevant metabolites was used for the assignment of LCMS signals. Finally, the peak areas were used for comparative quantification.

### Unbiased metabolomics

Metabolomic statistical analyses were done in MetaboAnalyst 4.0 using metabolite peak areas. Principal component analysis (PCA) and partial least squares-discriminant analysis (PLS-DA) were performed using log_10_-transformed data. PLS-DA was used for variable selection by ranking the variable importance in decreasing order. The pathway analysis and enrichment analysis modules in MetaboAnalyst 4.0 were used to match the metabolites with their corresponding pathways.

### Quantification and statistical analysis

The number of biological replicates per experiment and the number of experiments performed for each data set and the statistical analysis performed are stated in the figure legends. Results are depicted as mean ±  standard deviation (SD) unless otherwise stated using Microsoft Excel for Mac (v16.56) or GraphPad Prism (v.9.2.0) or R version 3.3.1 in R-Studio (version 0.99.903). *P* values were calculated either using GraphPad Prism (v.9.2.0) or Microsoft Excel for Mac (v16.55). No statistical method was used to predetermine sample size. Sample sizes were estimated according to common practice for each experimental design and based on previous experience and pilot experiments to estimate variability.

## Supplementary information

Supplementary Figures

Checklist

## Data Availability

Source data are made available at https://researchdata.gla.ac.uk.

How the deposited data were processed for this re-analysis (not part of the article)

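RNA-Seq was compared between 4 groups of 4T1 cells, with 3 libraries each: Ctr (serine and glycine at 0.4 mM, no radiation), IR (5 Gy), -SG (neither amino acid) and IR -SG, all taken at 24 h. The authors aligned reads to GRCm38 with HISAT2 and TopHat, after FastQC, counted them per gene with featureCounts on Galaxy and normalized the counts with DESeq2 in R 3.3.1. Versions of the other tools and the strand setting of the counting are not given in the sources used here. The deposited values are a signal in normalized counts, that is, counts divided by 1 size factor per library. This is the unit for which the test was planned, and whole reads, recovered for 100% of values at a tolerance of 0.001, were used for count tests as an alternative. Genes were named and placed with GENCODE M21 (GRCm38), which holds 20527 of the 20587 gene IDs; 60 IDs are not in it and 4381 carry no symbol in the table. The lowest total of a gene in the table over the 12 libraries was 10 reads. Recovered reads ranged from 12540160 to 20066659 per library (median 16718006), a ratio of 1.6.

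Values were analysed as log2(normalized count + 1) in R 4.3.3 with limma 3.58.1 (eBayes with an intensity trend, 4 groups in one fit, 8 residual and 7.93 prior degrees of freedom) over the 11663 protein-coding genes with at least 10 normalized counts in at least 3 libraries, for 7 contrasts, with Benjamini-Hochberg adjustment over genes and a threshold of 0.05. The contrasts were -SG, IR and IR -SG against Ctr, IR -SG against -SG and against IR, -SG against IR, and the interaction, which is the radiation effect without serine and glycine less that with them. Recovered reads were tested with edgeR 4.0.16 (quasi-likelihood), which called 6785, 6394, 8195, 5144, 6770, 6838 and 1352 genes in these contrasts in that order, and DESeq2 1.42.0, which called 6277, 5832, 7766, 4510, 6190, 6289 and 1088. Of 46 gene lists, the 44 with at least 3 tested genes were tested by camera with a preset correlation of 0.01 and with an estimated correlation, and by fry, with adjustment over 308 list tests. Camera compares the genes of a list with all other tested genes, and fry tests them against no change. Neither tests the median printed beside it. Principal components were taken over the 500 genes of highest variance, centred and not scaled, and groups were compared on them by an exact permutation test. Sizes of change in 2 treatments were compared by 100000 sign flips of the difference of absolute log2 fold changes across the genes of a list, a comparison added after the data were examined, and correlations between comparisons were set beside 100 simulations of unchanged groups. The steps were tested on simulated data in which 200 of 11663 genes were changed: of 50 genes changed by a log2 of 0.5, 80% were recovered in -SG, 82% in IR and 80% in IR -SG against Ctr, and of 50 changed by 0.25, 56%, 62% and 54%, with 8, 4 and 5 false calls. Far more genes were called in the data, and the simulated spread followed a smooth trend without the GC trend of -SG replicate 6. These shares therefore do not measure the power of the tests on the data. In a separate simulation only the TCA cycle enzymes were changed, lowered by 0.2 in -SG, and their median was -0.21. Over all lists and contrasts 7 other list tests passed. Several contrasts use -SG and the wider list holds these enzymes, so these calls are not all false.

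The gene lists, the tests of genes, lists and principal components, the rule for named genes and the alternatives, apart from 5 settings of the principal component analysis, were fixed before the data were examined. The rule names every gene the paper names in relation to expression or metabolism, every tested member of the lists of TCA cycle enzymes, serine synthesis and NRF2 regulators, up to 4 of the members with the largest change of any other list described, and up to 2 against its direction, and per comparison the 10 genes with the largest rise and the 10 with the largest fall among those past the threshold, with a mean of at least 100 normalized counts in the higher group and no overlap between libraries. Genes that make up a count of 5 or fewer and fall outside that rule, and the markers of other cell types, were named after their values were seen. Alternatives were another pseudocount (0.5 or 8), no filter or a mean of at least 100, 3 other scalings, no intensity trend, a 2-fold threshold, only the groups compared in the fit, all genes of the table, the replicate number as a block, count tests, leaving out each library, other gene numbers and unit variance for the principal components, and a wider list of TCA cycle genes. Genes near the count minimum are imprecise, and metabolite data, and hence the joint pathway measure of Fig. 4b, were not analysed here. Values of 1 gene covered by the rule are not reported here. Tallies of list calls by tool, by scaling and without each library were made after the values were seen.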

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

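The patterns weighed here were picked, and the tests of scaling and of single libraries written, after the list results were seen, and so were the grouping of relabelled libraries by direction and the relabelling with the effects of medium and radiation removed; the tests of GC content and length and of room to rise were written before their results.

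Radiation had a different effect on 1326 genes without serine and glycine than with them (interaction, adjusted p under 0.05 by limma), 490 with a higher and 836 with a lower effect, and these went from 947 without IR replicate 2 to 2054 without -SG replicate 6. The ranking here covers genes past the threshold with a mean of at least 100 normalized counts in the highest group, without predicted genes. The lowest interactions were in the linker histone H1f2 (-2.50), Serpinb9b (-2.28), Il1rl1 (-2.05), Mab21l4, Scara5, Plekhs1, Dsg3, Il1a, Siglecg and Slc24a3 (-1.70), and the highest in the ubiquitin gene Ubb (0.70), which shares reads with other ubiquitin genes, Lpin1, Zbed6, Pycr1, Pgghg, Rbmx, Rtl10, AI987944, Kif24 and Nsun6 (0.55). The calls of Nsun6 (without -SG replicate 6, any Ctr, IR or IR -SG library), Zbed6 (without any Ctr, IR or IR -SG library), Ubb (without Ctr replicate 1 or 2, -SG replicate 4 or 5, IR replicate 2 or 3 or any IR -SG library), AI987944 (without Ctr replicate 1 or 3, -SG replicate 4, IR replicate 1 or IR -SG replicate 5 or 6) and Dsg3 (without Ctr replicate 2 or 3, -SG replicate 4, IR replicate 1 or 2 or IR -SG replicate 4 or 5) were lost, at adjusted p from 0.0502 to 0.122 by limma. Dsg3 also lost its call after quantile normalization (-0.85, adjusted p = 0.279 by limma) and with a pseudocount of 8 (-0.75, 0.0709), Zbed6, which was at 0.39 without -SG replicate 6, with a pseudocount of 0.5, at a mean of at least 100 normalized counts, at the same library total, after quantile normalization and over all genes in the file (0.0502 to 0.0591), Nsun6 with no filter on low values and over all genes in the file (0.0514 and 0.0501), and Ubb after quantile normalization (0.0612). Of 100 relabellings of radiation within each medium, the real one included, drawn at random, 8 called at least as many genes, with up to 7104 in another. In the 7 others most radiation labels were reversed in one medium only, which brings the effect of radiation itself into the interaction, so that this count does not decide on chance. With the additive effects of medium and radiation removed from the values, only 1 of the same 100, the real one, called as many (1326 genes, the highest other 0). The real interaction stays in these values and widens the spread in the other relabellings, which lowers their calls. The share of 1 in 100 argues against chance without excluding it, for 3 cultures per group of one experiment. For the 6 pairwise comparisons the 10 splits of 3 libraries against 3 are too few for a share under 0.05: the real split was the 1 with most calls in each (6829, 6268, 8126, 5028, 6654 and 6819 genes, the highest other 0).

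Radiation had a more positive effect on genes of the G2 phase and mitosis without serine and glycine than with them: 29 of 46 had a positive interaction and 0 a negative one (37 and 0 when adjusted over the list alone; 37 and 0 at an unadjusted p under 0.05 by limma, 29 and 0 by edgeR, 26 and 0 by DESeq2), with a median of 0.21 (camera adjusted p = 9.09e-21, and adjusted p = 0.00421 with an estimated correlation), led by Cenpf (0.50), Aspm (0.45) and Ube2c (0.42). In IR -SG against -SG cells 36 were higher and 0 lower (median 0.20; 37 and 0 when adjusted over the list alone, 37 and 0 unadjusted by limma, 35 and 0 by edgeR, 34 and 0 by DESeq2; 1 lower without -SG replicate 6), and in IR against Ctr cells 8 were higher and 8 lower (6 and 6 when adjusted over the list alone; 4 lower without Ctr replicate 2 or IR replicate 3, 5 without Ctr replicate 1 or IR replicate 2, and 13 without -SG replicate 6; 11 and 4 at the same library total). A fit on GC content, length and expression level took 16.57% of the variance of the interaction across all tested genes. Its removal left most of the median of 0.21 for the G2 and mitosis genes (0.195). So did the removal of any single library (0.2 without the one whose removal brought it nearest 0). This argues against each as the whole cause. Under the scaling nearest 0 the list median less that of all genes was 0.187. That subtraction cancels a factor per library, so only quantile normalization was a test here. Scaling to the same total or upper quartile moved the median interaction of all genes by -0.014 and -0.011. A different share of cells in G2 or mitosis after radiation in starved cells, as the design would allow, remains a hypothesis. Cell cycle phases were not analysed here. From EdU uptake at a later time and lower dose, the paper reports that S phase tended to be lower in irradiated starved than in irradiated cells.

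Interferon-stimulated genes rose after radiation and rose less without serine and glycine: 43 of 44 rose in IR against Ctr cells and Cgas fell (the same when adjusted over the list alone), with a median of 0.98 (camera adjusted p = 4.24e-17, and adjusted p = 0.0199 with an estimated correlation), led by Zbp1 (2.59), Ccl5 (2.20) and Ifi44 (2.18). After combined treatment 40 were higher and 1 lower than in Ctr cells (40 and 2 when adjusted over the list alone; median 0.93), with 2 lower without Ctr replicate 3, -SG replicate 4 or IR -SG replicate 4, and 3 without -SG replicate 6, and starvation alone raised 28 and lowered 5 (28 and 6 when adjusted over the list alone; median 0.43, adjusted p = 0.113 with an estimated correlation), while the interaction was negative for 16 and positive for 0 (29 and 0 when adjusted over the list alone; 31 and 0 at an unadjusted p under 0.05 by limma, 18 and 0 by edgeR, 15 and 0 by DESeq2; 9 negative after quantile normalization and 25 without -SG replicate 6), with a median of -0.44 (-0.27 after quantile normalization; adjusted p = 0.0199 with an estimated correlation). Removal of the same fit on GC content, length and expression level lowered the size of this median but did not remove it (-0.32). Under the scaling nearest 0 it was -0.28 less the median of all genes, where again only quantile normalization was a test. Less room to rise in genes already raised by starvation is argued against by the 11 members that starvation had not raised, whose median interaction was -0.36 (SE 0.07), 3 of which passed alone. A weaker interferon response to radiation in starved cells is a hypothesis that these tests leave open.

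Cholesterol synthesis genes fell without serine and glycine, 23 of 24, while Ebp rose (0.16; not without Ctr replicate 3 or -SG replicate 6, nor after quantile normalization), the same when adjusted over the list alone (median -0.87, camera adjusted p = 1.19e-14, and adjusted p = 0.0199 with an estimated correlation), with the lanosterol synthase Lss (-1.53), the regulator Insig1 (-1.47) and Idi1 (-1.43) furthest. After combined treatment 22 were lower (median -0.79), and the interaction had a median of 0.22 with 11 positive and 0 negative (14 and 0 when adjusted over the list alone and at an unadjusted p under 0.05 by limma; 11 and 0 by edgeR and by DESeq2; 7 positive without Ctr replicate 2 or IR -SG replicate 4). Under the scaling nearest 0 the median was -0.81 less that of all genes, where again only quantile normalization was a test. The median of -0.87 stayed nearly as it was after removal of a fit on GC content, length and expression level (-0.82). That fit took 4.68% of the variance across genes. The median also stayed nearly the same without any single library (-0.85 without the one whose removal brought it nearest 0). None of these is therefore likely to be the whole cause of the fall. A lower activity of the sterol-sensing transcription factors during starvation may account for it, a hypothesis that was not tested.

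Fatty acid synthesis genes fell in -SG cells (19 of 23 lower, 1 higher; 19 and 2 when adjusted over the list alone; 2 higher without IR -SG replicate 4 or 6; median -0.54, adjusted p = 0.0199 with an estimated correlation) and after combined treatment (20 lower, 2 higher, over the list alone too; 1 higher after quantile normalization; median -0.53), with Scd1 (-1.48) and Elovl6 (-1.50) among the furthest in the latter. Genes of the G1/S transition fell in -SG cells (33 of 39, with 0 higher by limma, at an unadjusted p under 0.05, by edgeR or by DESeq2, and 33 lower over the list alone). Their median was -0.28 (adjusted p = 0.0326 by camera with an estimated correlation), and Rrm2 (-0.72) and Tyms (-0.68) were among those that fell. From EdU uptake at a later time, the paper reports no loss of S phase in 4T1 cells by starvation alone. The interaction of the G1/S genes had a median of 0.17, with 11 positive and 1, Ccne1, negative. These counts were 23 and 2 when adjusted over the list alone, and 19 and 2 without -SG replicate 6. Of the 5 replication-dependent histone genes tested, which share reads with near-identical copies and whose messages mostly lack a poly(A) tail, all had a negative interaction, over the list alone too (median -1.60, and -0.84 with no filter on low values; 3 after quantile normalization and 3 without IR replicate 2 or IR -SG replicate 4). Of 29 NF-kB and cytokine genes 22 rose in IR cells and 1 (Lif) fell, over the list alone too, with a median of 0.62 (adjusted p = 0.0228 with an estimated correlation), among them Icam1 and, from few counts, Csf2 (2.59 to 28.4) and Ccl20 (5.42 to 42.1). Lysosome and autophagy genes rose in each treatment, with medians of 0.40 in -SG (29 of 36 higher, 3 lower), 0.27 in IR (29 higher, 0 lower by limma, at an unadjusted p under 0.05, by edgeR and by DESeq2) and 0.53 in IR -SG cells (33 higher, 2 lower), with Gpnmb and Sqstm1 among those that rose in each; over the list alone the counts were 30 and 3, 29 and 0, and 33 and 2 (1 lower in IR -SG cells without IR -SG replicate 6), and each median had adjusted p = 0.0319, 0.0364 and 0.0315 with an estimated correlation.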

How the results depend on the processing

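The 5 added transformations of the principal component analysis were chosen after the data were seen. The cause of a change named here was not tested. No result past its threshold under the main setting changed sign. Gene values and medians near 0 that did not pass there did. Among them, without 1 library, were the medians of oxidative stress genes (-SG, up to 0.0050), pyruvate metabolism (-SG, down to -0.03) and glycolysis (-SG, up to 0.03, and IR -SG, down to -0.03). Another was that of oxidative stress genes in IR -SG cells at the same library total (0.0046). Of these, the glycolysis list in IR -SG cells passed by fry, which tests its genes against no change and does not test its median. The pyruvate list in IR cells also passed by fry, and its median was -0.006 after quantile normalization. Of 284 gene values, 21 lost the call under at least 1 of 20 alternatives. Low counts limit the precision of genes near the filter.

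With an estimated correlation, list calls fell from 137 to 30, and these lists, given with their medians, lost theirs: TCA cycle enzymes -0.17 (-SG) and -0.20 (IR -SG), ATF4 targets -0.22 (IR) and 0.77 (IR -SG), serine synthesis -0.40 (IR), NRF2 targets 0.29, 0.27 and 0.46, purine synthesis -0.30, -0.13 and -0.41 and pyrimidine synthesis -0.42, -0.14 and -0.61 (-SG, IR and IR -SG). By fry 229 list tests passed, with serine synthesis 0.30 (-SG) and 0.18 (IR -SG), oxidative stress genes 0.072 (IR), glycolysis 0.0074 (IR -SG) and pyruvate metabolism 0.020 (IR) and 0.11 (IR -SG) gained, and purine synthesis -0.13 (IR) lost. Serine synthesis in -SG cells also passed with no filter (0.30), with all genes of the table (0.30) and after quantile normalization (0.34), and without 1 library its median went from 0.25 to 0.33. TCA cycle enzymes in -SG cells did not pass after quantile normalization (-0.13) or on the wider list (-0.15). Purine synthesis in IR cells did not pass at the same library total (-0.11), the same upper quartile (-0.12), after quantile normalization (-0.11) or with all genes (-0.13), and went from -0.15 to -0.11 without 1 library. At a 2-fold threshold the calls were 720 (-SG), 734 (IR), 1164 (IR -SG), 241 (IR -SG against -SG), 513 (IR -SG against IR), 161 (interaction) and 768 (-SG against IR), and the share that was higher was 72.8%, 99.2%, 80.7%, 93.4%, 36.8%, 0% and 19.9%. The interaction count went from 947 to 2054 without 1 library. With pseudocount 8 the sum of squares from the medium was 50.0%. The correlations of the 2 pairs that share no library were 0.821 for the first with pseudocount 8, 0.640 and 0.574 with no filter, 0.868 and 0.785 at a mean of at least 100, 0.814 and 0.712 after quantile normalization and 0.752 and 0.690 with all genes, and went from 0.779 to 0.787 and from 0.717 to 0.745 without 1 library. The replicate block gave 6026 calls in IR against Ctr, 4637 in IR -SG against -SG and 985 in the interaction and changed no list call. Deviations of libraries of the same number correlated at 0.068, 0.025 and 0.042 in Ctr and IR, each best with its own number. In -SG and IR -SG they correlated at 0, -0.081 and -0.094, each best with another number. The numbers thus showed no pairing in -SG and IR -SG, and whether they pair Ctr and IR libraries remains open.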

Differences from the paper's values

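The 5 other transformations of the principal component analysis and the tally of TCA cycle enzymes by setting were added after the values were seen.

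The paper's share of variance on PC2 is 20%, and the share over the 500 genes of highest variance on the log2 scale was 34.8%, more than 1.5 times the paper's. Of the 17 alternatives set before the data were examined, 4 lay within 1.5 times of it, with each gene scaled to unit variance (26.8%) and without IR replicate 1 (28.7%), 2 (28.7%) or 3 (29.1%), and 13 did not: pseudocount 0.5 (34.0%) and 8 (32.2%), all tested genes (30.6%), 1000 genes (33.9%) and leaving out any Ctr, -SG or IR -SG library (32.9% to 37.9%). The paper's share on PC1 is 76%, against 51.4% here, a ratio under 1.5. Of the same 17 alternatives, 8 lay within 1.5 times of the paper's share and 9 did not: pseudocount 0.5 (49.8%), all tested genes (50.2%), unit variance (43.7%), leaving out any Ctr library (49.2% to 50.2%) and leaving out any IR -SG library (48.6% to 48.7%). Chosen after seeing these values, 5 settings on recovered reads gave shares on PC1 and PC2 of 69.5% and 26.8% (variance-stabilized, 500 genes), 78.7% and 19.0% (100 genes), 77.1% and 19.0% (100 genes from the whole table), and 66.8% and 29.1% or 75.1% and 22.3% (regularized log, 500 or 100 genes); all lie within 1.5 times of the paper's PC2, and the paper's text does not name the transformation or the number of genes.

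The paper states that radiation in complete medium raised metabolites and enzyme expression of the TCA cycle on average. Metabolites were not analysed here. The 18 enzymes are a list written from general knowledge, which was not compared with the enzymes drawn in Supplementary Fig. S5c. The values given here therefore describe this list and do not decide on the paper's average. Of the 18 enzymes, 0 rose and 5 fell in IR against Ctr cells by limma (0 and 9 at an unadjusted p under 0.05, 0 and 6 by edgeR, 0 and 5 by DESeq2), with a median of -0.06, which stayed below 0 under every setting run. The mean of the 18 was -0.059. In the wider list of 28 genes, 3 rose and 7 fell, with a median of -0.03 and a mean of 0.003. After quantile normalization 5 of the 28 rose and 5 fell. Among the 18, the settings that called enzymes higher were quantile normalization (3 higher, Cs, Mdh2 and Suclg1, and 4 lower), the same total per library (1 higher, Suclg1, and 3 lower) and leaving out -SG replicate 6 (1 higher and 9 lower). For the combined treatment the paper states that starvation prevented the rise caused by radiation, whereas no rise in these transcripts passed the test after radiation alone, apart from the settings just named, and the interaction passed for 0 of the 18 (2 higher and 1 lower at an unadjusted p under 0.05 by limma, 0 by edgeR and DESeq2).

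The paper places the impact of radiation alone on the pathways it lists below that of SG starvation alone, in a joint measure with metabolites. In expression alone, the mean absolute log2 fold change was smaller after radiation for most of these lists, the TCA cycle (0.088 against 0.206) and pyrimidine synthesis (0.295 against 0.534) by test, but larger for glycolysis (0.368 against 0.179), fructose and mannose metabolism (0.315 against 0.274) and arginine biosynthesis (0.583 against 0.576), none of these 3 by test. That test flips signs across the genes of a list, which are not independent, and leaves out the spread between cultures.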

Other observations

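The gene groups described here were picked after their results were seen.

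Of 19 epithelial genes, 14 rose in -SG cells, with the keratin Krt14 going from 3286 ± 97.2 to 16324 ± 1098 normalized counts (SD, n = 3) and Cldn4 rising by 1.26, and 0 fell by limma (2 after quantile normalization or without -SG replicate 6; 0 at an unadjusted p under 0.05, 0 by edgeR, 0 by DESeq2), also when adjusted over the list alone (median 0.65, camera adjusted p = 3.94e-06, but adjusted p = 0.0796 with an estimated correlation). In IR cells 9 epithelial genes rose and 4, Krt18, Esrp2, Grhl2 and Cldn7, fell (10 and 4 when adjusted over the list alone; median 0.13, camera adjusted p = 0.065, but 0.048 without -SG replicate 6, 0.0148 after quantile normalization, 0.0336 at a mean of at least 100 normalized counts and 0.029 over all genes in the file), and in IR -SG cells 13 rose and 3, Krt18, Esrp2 and Grhl2, fell, over the list alone too (median 0.62, camera adjusted p = 0.00193, but adjusted p = 0.176 with an estimated correlation). Of 15 mesenchymal genes, 9 fell in -SG cells, the intermediate filament gene Vim by a log2 fold change of -1.18, and Zeb1 and Snai1 rose (1 of them without any Ctr library or -SG replicate 4 or 6, and 0 after quantile normalization), over the list alone too (camera adjusted p = 0.00907, but adjusted p = 0.0911 with an estimated correlation). In IR cells 11 mesenchymal genes rose and 0 fell by limma (1 after quantile normalization; 0 at an unadjusted p under 0.05, 0 by edgeR, 0 by DESeq2), over the list alone too, with Zeb1 (1.97) and Tagln (1.53, but 0.90 with a pseudocount of 8, and 0.71 and not past the test after quantile normalization) among them (camera adjusted p = 0.00166, but adjusted p = 0.0528 with an estimated correlation). Set directly against IR cells, -SG cells were lower in 15 of the 15 mesenchymal genes (median -0.91, camera adjusted p = 8.39e-07, and adjusted p = 0.0199 with an estimated correlation; 13 lower after quantile normalization). Antigen presentation genes rose with each treatment, 12 of 15 in -SG, 14 in IR and 14 in IR -SG cells, the same when adjusted over the list alone, with Psmb9 (1.23) and Psmb8 (0.94) of the immunoproteasome furthest in IR cells (adjusted p = 0.153, 0.0693 and 0.103 by camera with an estimated correlation, against 1.91e-04, 5.19e-08 and 6.95e-06 with the preset one).

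The enzymes that charge cytosolic tRNAs went apart: of 20, 12 rose and 5 fell in -SG cells (13 and 6 when adjusted over the list alone), with Lars (0.82) and Aars (0.79) first, whereas Qars rose and 16 fell in IR cells, over the list alone too, with Farsb (-0.38) and Dars (-0.33) furthest (camera adjusted p = 0.0065 and 2.94e-05, but adjusted p = 0.42 and 0.241 with an estimated correlation). Of 35 genes of homologous recombination and the Fanconi pathway, 19 fell in IR cells and Fancg (0.58) rose, over the list alone too, with Dna2 (-0.87) furthest (median -0.13, camera adjusted p = 0.00363, but adjusted p = 0.224 with an estimated correlation). Trp53 did not pass the test against Ctr in -SG, IR or IR -SG cells (0.04, 0.10 and -0.07, SE 0.05 each), although it rose in IR cells with each library scaled to the same total (0.12) and without IR replicate 2 (0.13), and of 26 p53 targets 11 rose in IR cells, with Fas (1.78) and Trp53inp1 (1.14, and 0.67 after quantile normalization) among them, and Epha2 and Ei24 fell, over the list alone too (camera adjusted p = 0.162); the paper describes 4T1 cells as p53 null. Markers of other cell types were few: of the tested ones, the fibroblast marker Pdgfra rose in IR cells (187 ± 12.7 to 444 ± 24.5), the macrophage markers Csf1r (4.71 ± 1.82 to 32.1 ± 4.2) and Cd68 (71.3 ± 10.6 to 107 ± 4.31) too, and the endothelial Flt1 (1041 ± 46.3 to 1295 ± 31.5), while the fibroblast collagens Col1a1 (0.61) and Col1a2 (-0.77) did not pass there by limma, except Col1a1 without Ctr replicate 3 (1.01) and Col1a2 without Ctr replicate 2 (-1.69) and after quantile normalization (-1.38), and edgeR and DESeq2 each called 1 of the 3 tested fibroblast markers lower; 3 of 10 fibroblast, 2 of 12 leukocyte and 1 of 8 endothelial markers were tested.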
